# HOX gene complement and expression in the planarian *Schmidtea mediterranea*

**DOI:** 10.1186/s13227-016-0044-8

**Published:** 2016-03-30

**Authors:** Ko W. Currie, David D. R. Brown, Shujun Zhu, ChangJiang Xu, Veronique Voisin, Gary D. Bader, Bret J. Pearson

**Keywords:** In situ hybridization, Body plan, HOX, Homeotic, Lophotrochozoan, Flatworm, Planarians, *Schmidtea mediterranea*

## Abstract

**Background:**

Freshwater planarians are well known for their regenerative abilities. Less well known is how planarians maintain spatial patterning in long-lived adult animals or how they re-pattern tissues during regeneration. HOX genes are good candidates to regulate planarian spatial patterning, yet the full complement or genomic clustering of planarian HOX genes has not yet been described, primarily because only a few have been detectable by in situ hybridization, and none have given morphological phenotypes when knocked down by RNAi.

**Results:**

Because the planarian *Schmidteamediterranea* (*S. mediterranea*) is unsegmented, appendage less, and morphologically simple, it has been proposed that it may have a simplified HOX gene complement. Here, we argue against this hypothesis and show that *S. mediterranea* has a total of 13 HOX genes, which represent homologs to all major axial categories, and can be detected by whole-mount in situ hybridization using a highly sensitive method. In addition, we show that planarian HOX genes do not cluster in the genome, yet 5/13 have retained aspects of axially restricted expression. Finally, we confirm HOX gene axial expression by RNA deep-sequencing 6 anterior–posterior “zones” of the animal, which we provide as a dataset to the community to discover other axially restricted transcripts.

**Conclusions:**

Freshwater planarians have an unappreciated HOX gene complexity, with all major axial categories represented. However, we conclude based on adult expression patterns that planarians have a derived body plan and their asexual lifestyle may have allowed for large changes in HOX expression from the last common ancestor between arthropods, flatworms, and vertebrates. Using our in situ method and axial zone RNAseq data, it should be possible to further understand the pathways that pattern the anterior–posterior axis of adult planarians.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13227-016-0044-8) contains supplementary material, which is available to authorized users.

## Background

HOX genes are well-known, conserved regulators of axial body patterning during embryogenesis in most studied animals [1–6]. When HOX genes are mutated, homeotic transformations result where one body region or segment will take on that of another, such as transforming fly antennae into legs [7]. In addition, HOX genes tend to exist in clusters in the genome in the exact order on the chromosome in which they are spatially expressed along the anterior–posterior (A–P) axis—a mechanism termed “colinearity” [8, 9]. A typical number of HOX genes in a cluster are between 9 (*Drosophila*) and 14 (amphioxus) [10, 11]. It is generally thought that large changes in body plans between species can be explained by developmental changes in HOX gene regulation or loss of HOX genes altogether [12–15].

As more species have their genomes sequenced, several aspects of the HOX gene dogma are being challenged [10]. It is clear that HOX genes need not be in clusters for colinear (“axially restricted” if no longer in a cluster) expression as has been seen for the urochordates *Oikopleura* and *Ciona* [10]. Furthermore, depending on the organism, HOX genes can be lost (parasitic flatworms: 7 HOX [16–18]; *C. elegans*: 6 HOX [19]), duplicated (vertebrates 39–48 HOX in 4–7 clusters [2, 20–23]), and even retained but function in cells other than axial patterning, typically neural fate specification (*C. elegans*, vertebrates) [22, 23]. Therefore, only studies of HOX genes in a wide variety of organisms can give us a complete picture of HOX gene changes during body plan evolution. Because vertebrates, arthropods, and annelids share the characters of body segmentation and colinear HOX gene expression, it is parsimonious that their common ancestor also had these features. However, many organisms, such as freshwater planarians (triclad Platyhelminthes), many mollusks, *C. elegans* (nematodes), or acoel flatworms (deuterostomes [24]), have neither obvious morphological segmentation nor appendages. This observation raises the question as to whether “simple” body plans equals reduced HOX complements?

Planarians are free-living, freshwater flatworms (triclads) and members of the phylum Platyhelminthes and the super-phylum Spiralia. While planarians have classically been studied for their regenerative abilities [25], they are becoming a molecular model for adult stem cell biology and are beginning to lend an evolutionary perspective on conserved developmental pathways due to their Spiralian phylogenetic position and ability to test gene function by RNA interference (RNAi) [26, 27]. Planarians pose additional questions regarding HOX gene evolution and function. First, asexual *Schmidtea mediterranea* (*S. mediterranea*) are constitutive adults and are no longer capable of embryogenesis [28, 29]. What is the HOX complement in *S. mediterranea*, and have they lost HOX genes coinciding with the loss of embryogenesis? Second, planarians do not have a through-gut and instead have only a single body opening, located centrally and ventrally, which functions as both the mouth and anus. Have planarians changed the location of this opening by altering HOX gene expression or have they retained “normal” axial restriction of HOX gene expression? If the opening is a true mouth, are anterior HOX genes expressed there or are they retained at the anterior where the brain and eyes are located? Conversely, if the opening is a true anus, are posterior HOX genes and/or typical hindgut genes expressed in this location (e.g., *Cdx*, *orthopedia*) [30, 31]? Finally, whereas most species use HOX genes to specify limb or segment identity, planarians have neither limbs nor obvious segments. Have planarians lost HOX genes due to seeming lack of A–P complexity or have they been retained for other reasons such as cell-type specification?

The current study is not the first to examine HOX gene evolution in flatworms, nor the first to pose the above questions. To date, 10 HOX genes have been cloned across 6 species of planarians [3, 18, 31–37]. Several of these studies have shown whole-mount in situ hybridization (WISH) patterns of a posterior gradient of posterior HOX gene homologs in planarians [33, 38, 39]. Other studies have examined HOX gene expression when planarians were forced to regenerate in various ways, and some HOX gene re-expression was observed to occur specifically during regeneration [32–34]. However, no phenotype has been functionally ascribed to planarian HOX genes, nor has the HOX complement of any species of planarians been fully described. Additionally, it has been shown that other signaling pathways, such as WNT/β-catenin, mediate large body region decisions during regeneration [27, 40]. Thus, HOX genes have received little attention since the original incomplete descriptions of several genes across multiple species.

In order to begin to address the many unknowns regarding HOX genes in planarians, here we first describe the entire complement of HOX genes in *S. mediterranea* using genomic and transcriptomic searches with phylogenetic analyses. We show that *S. mediterranea* has a total of 13 HOX genes which represent all major A–P categories. We further show that while the HOX genes are not organized into a genomic cluster, *S. mediterranea* has retained several aspects of canonical axially restricted gene expression. In order to detect the spatial expression of *S. mediterranea* HOX genes, we developed a very sensitive whole-mount in situ hybridization (WISH) technique as well as performed RNA deep sequencing (RNAseq) of 6 A–P zones of the animal to confirm HOX gene WISH detection and to provide this as a resource for future gene discovery. Interestingly, we find that 5 HOX genes have retained axially restricted expression, 2 genes have radial body-edge expression with no axial restriction, and 6 genes have tissue-specific expression. Finally, we show that a posterior HOX gene is expressed in the body opening, and an *orthopedia* homolog is expressed in the pharynx, together suggesting that this body opening is the anus/hindgut and that the mouth has been lost. In total, our results support an unappreciated HOX complexity in planarians, which can now be functionally investigated for roles in spatial patterning during planarian embryogenesis, adult homeostasis, and injury regeneration.

## Methods

### Strain and RNAi

The asexual strain of *Schmidtea mediterranea* CIW4 was used for all experiments [41]. Experimental animals for in situ hybridization and RNAi were size-matched and 4–5 mm in length. All HOX genes were subjected to RNAi feeding every 3 days for >10 feedings as previously described [42]. Half of the animals were amputated into thirds, and the other half were observed for homeostasis defects. In no single-gene RNAi were any defects observed in either regeneration, homeostasis, patterning, or behavior.

### Identification of HOX genes in flatworms

Using the *S. mediterranea* genome database 2.0 (smedgd.stowers.org [43]) and multiple published transcriptomes [42, 44–46], we performed reciprocal TBLASTN with both *Drosophila*, mouse, and polychaete HOX protein sequences. The top 100 homeodomain-containing BLAST hits were tested where top planarian hits were assembled into an open reading frame (ORF) and blasted back to mouse, fly, or NR protein databases at NCBI (http://blast.ncbi.nlm.nih.gov/). If a HOX gene was a top reciprocal hit to mouse and fly, then the *S. mediterranea* sequence was considered to be a HOX gene. There were 13 genes that passed the reciprocal test. All were cloned out of adult planarian cDNA by 3ʹ RACE, and then full length was cloned by 5ʹ RACE. The 3ʹ and 5ʹ RACE products were combined by template-switching PCR. All genes could be cloned from adult tissue, denoting expression in adults.

### Alignment, phylogenetic tree construction, and gene naming

Protein sequences were obtained from the NCBI Entrez protein database as well as individual organism genome sequencing project Web sites and the Homeobox Database (http://homeodb.zoo.ox.ac.uk) [47]. All protein sequences or GenBank accession numbers are in Additional file 1: Table S1. www.macgenome.org was used for all *Macrostomum lignano* genomic and transcriptomic sequences. The program Geneious (www.geneious.com) was used with the MAFFT [48] alignment plugin, and two tree building plugins for Geneious were used for independent analyses. Both maximum likelihood (PHYML) and Bayesian (MrBayes) analyses were performed with WAG amino acid substitution models. PHYML was run with Chi2 branch support statistics with estimated gamma distribution and estimated proportion of invariable sites and set to optimize topology and branch lengths. MrBayes was run with 1.1 million chain length, 4 independent chains, subsample frequency of 1000, invgamma rate variation, and burnin of 25,000. Consensus trees were saved through Geneious as .jpgs, which were then edited to produce final figures in Adobe Photoshop. In 2 cases where a HOX gene could not be specifically assigned to a group (*Smed*-*Hox3b* and *Smed*-*Hox4b*; see “Discussion” section), both were named based on the top reciprocal blast hit homology to the NR database at NCBI as well as the top hits from the Homeobox Database (http://homeodb.zoo.ox.ac.uk) [47].

### Sensitive whole-mount double fluorescent in situ hybridization (dFISH) using FastBlue

FastBlue is an alkaline phosphatase (AP) chromogenic substrate that also fluoresces in far red without blocking wavelengths of standard fluorescent molecules such as FITC, DAPI, or Cy3, and has recently been applied to fluorescent ISH (FISH) in zebrafish [49]. A detailed protocol can be found in Additional file 2 and was a merge of [49–51] with considerable other optimizations. Importantly, we observed that AP developments using FastBlue can be detected fluorescently by confocal microscopy, even when a pattern cannot be seen colorimetrically using either NBT/BCIP or FastBlue (see Additional file 2: Fig. S4). The sensitivity of our protocol, combined with the ability to use a peroxidase-conjugated antibody for another riboprobe and detect both on the same day, leads to minimal chance of false positive overlap as well as shortens the typical dFISH protocol by 1 day, all while achieving much higher sensitivity than has been previously possible. This was a necessary advancement in order to detect the HOX genes.

### RNAseq and bioinformatic identification of zone-specific transcripts

Five adult, starved, 8 mm, asexual *S. mediterranea* animals from the CIW4 strain were immobilized on Peltier plates and carefully amputated into 6 fragments as illustrated in Fig. 2a, and collected directly into Trizol reagent. This process was triplicated, and each RNA sample for each zone was processed independently. Triplicated samples for the same zone were then mixed in equal amounts and submitted for RNAseq. Each zone was sequenced to a depth of >52 million single-end reads on an Illumina HiSeq2500 with v4 chemistry, and libraries were made using an Illumina TruSeq kit using the manufacturer’s protocol. RNAseq data were aligned using bowtie2, with no trimming, to the *S. mediterranea* asexual transcriptome deposited in NCBI under Bioproject PRJNA215411 [46]. Raw sequencing data were uploaded to NCBI GEO under accession number GSE78937.

Specific zones in which transcripts were highly expressed were determined by the edgeR exact test using RNAseq raw counts of the zones 1–6 [52, 53]. The procedure includes data filtering, normalization, differential expression tests, and scoring. There were total 82,827 transcripts detected for the zones 1–6. Transcripts that had <0.5 count per million (CPM) in each zone were filtered out. The CPM cutoff was chosen such that the quantile normalized CPMs have an identical distribution for each zone after filtering the transcripts of extremely low CPM. The filtered transcripts, which had extremely low CPM, could not be found to be specific to any zone. Finally, 24,578 transcripts were kept. The RNAseq raw counts of the zones 1–6 were normalized using the edgeR Trimmed Mean of M-values (TMM) method [52]. The normalization factors are calculated using the TMM method as follows:

$$\begin{aligned} {\text{Effective}}\;{\text{library}}\;{\text{size}}\; & = \;{\text{library}}\;{\text{size}}\;*\;{\text{normalization}}\;{\text{factor}} \\ {\text{Normalized}}\;{\text{CPM}}\; & = \;1{\text{e}}^{6} *\;{\text{counts/effective}}\;{\text{library}}\;{\text{size}} \\ \end{aligned}$$

Box plot, smoothing density plot, hierarchical clustering, and multidimensional scaling (MDS) were used to show the zone relations after normalizing, see Additional file 2: Fig. S1. Using the edgeR exact test, we compared one zone to the average over other five zones to determine whether a transcript was specific to a zone. If the differential expression test for a transcript was significant and the log fold change (logFC) > 0, the transcript was considered to be specific to that zone. A transcript may be specific to more than one zone, in which case the zones will be ordered by scores of the zones, and the zone of higher expression listed first. For example, a transcript with the score “2.1” would mean that it has significant specificity to both zones 1 and 2, with higher expression in zone 2. Zone membership and normalized CPM for all transcripts are in Additional file 3: Table S2 and shown visually in the Additional file 2: Fig. S2 heatmap.

## Results

### *S. mediterranea* has a total of 13, unclustered HOX genes

No individual study of planarian HOX genes has described more than 7, which has begged the question as to how many HOX genes were in the ancestral triclad or Platyhelminth. The ~800 MegaBase *S. mediterranea* genome has been sequenced to >11x coverage and assembled into genomic contigs [43, 54, 55]. We first identified potential HOX genes by reciprocal TBLASTN of every assembled genomic contig containing a homeodomain using HOX sequences from mouse, fly and polychaetes. In addition, we searched 4 published *S. mediterranea* transcriptomes [42, 44–46]. A total of 13 predicted genes had HOX genes as their top, reciprocal BLAST hit. All predicted HOX genes were then cloned by 3ʹ and 5ʹ RACE from total cDNA for verification that they are indeed transcribed and do not contain additional protein domains in addition to the homeodomain. All previously described planarian HOX gene orthologs were contained in the *S. mediterranea* HOX clones (often >90 % amino acid identity over the full-length protein between different planarian species).

In order to determine whether planarian HOX genes exist in a physical genomic cluster, we summed the size of all genomic contigs containing the 13 HOX genes and also summed the number of predicted genes on each contig, which ranged in size from 13.5 to 327.6 kilobases [54]. In total, the *S. mediterranea* HOX genes span at least 1.75 megabases with at least 50 non-HOX genes in between. It should be noted that in only one instance was more than a single HOX gene found per single genomic contig, suggesting either the largest HOX cluster ever described or, more likely, a fragmented HOX cluster (i.e., “atomized”, see below). In our search through all homeodomain-containing genes, we also found orthologs to the segmentation genes *engrailed, distelless,* and *even*-*skipped*, which were included as positive controls for phylogenetic assignment of *S. mediterranea* HOX genes as well as outgroups. These data strongly suggested that *S. mediterranea* HOX genes are not in a cluster.

### Phylogenetic analysis shows that planarian HOX genes represent all major axial categories

As HOX gene orthology can be difficult to assign due to a single short stretch of protein homology (60 amino acids), HOX genes are typically divided into 3 major axial categories: anterior (HOX1-5), central (HOX6-8), and posterior (HOX9-14). In order to assign identity, the *S. mediterranea* HOX genes were aligned with arthropod (flour beetle, honeybee, and centipede), annelid (leech and polychaetes; Lophotrochozoan), mollusk (owl limpet *Lottia gigantea*; bobtail squid *Euprymna scolopes*; Lophotrochozoans), basal flatworm (*Macrostomum lignano*), and cordate (amphioxus, starfish, and frog) HOX gene sequences. These species were chosen due to their relatively full HOX gene complements, diverse phylogenetic positions, and reasonable branch lengths (i.e., slow evolving). Finally, alignments were subjected to phylogenetic analysis (Fig. 1; Additional file 1: S3; see “Methods” section) [56, 57].

**Fig. 1:**
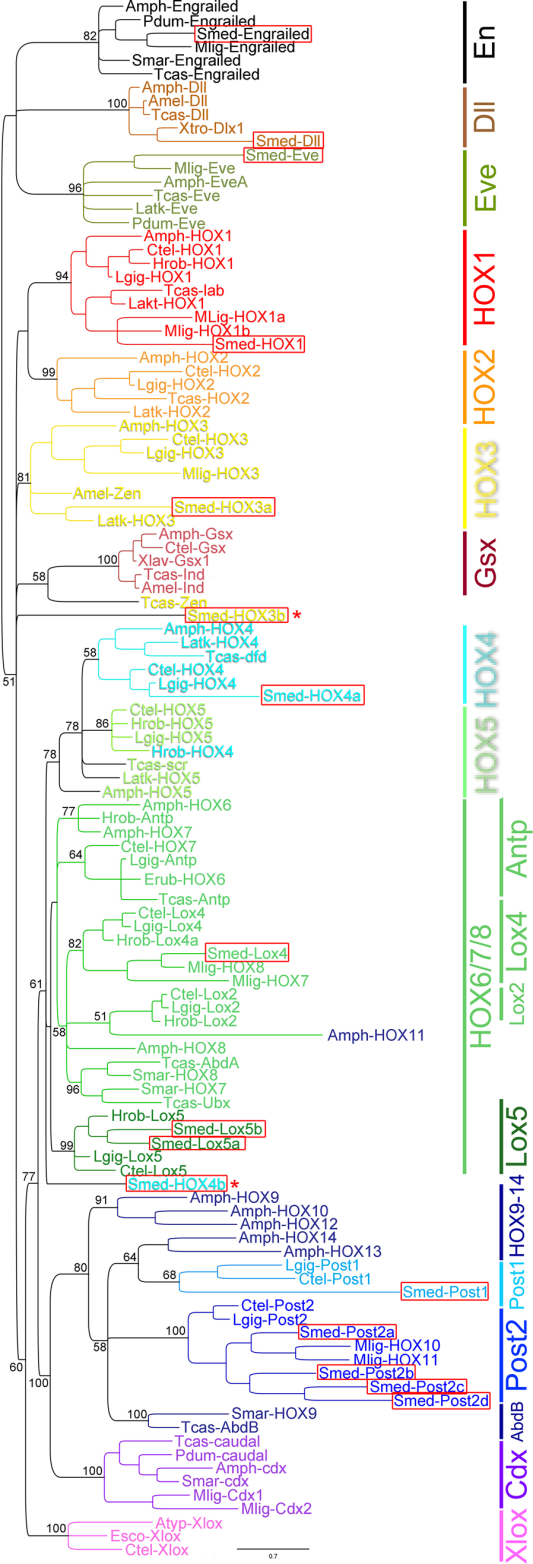
HOX complement and phylogenetic assignments in *S. mediterranea*. A Bayesian phylogeny of select animal HOX genes as well as caudal (Cdx), even-skipped (Evx), engrailed (En), Gsx/ind, and Xlox is shown. Genes from *S. mediterranea* are boxed in *red*. Two genes from *S. mediterranea* could not be placed with confidence: HOX3b and HOX4b, which are marked with red asterisks. Of note, *S. mediterranea* has 4 Post-2 paralogs and no Cdx, Gsx, or Xlox genes. The tree used the engrailed sub-tree as an outgroup, and only the posterior probabilities are shown for important nodes (maximum likelihood tree shown in Additional file 2: Fig. S3). Species and sequences used in the phylogeny are listed in Additional file 1: Table S1. Briefly: Smed = *Schmidtea mediterranea*; Ctel = *Capitella teleta* (polychaete annelid); Amph = Amphioxus (cephalocordate; mix of *Branchiostoma* species *floridae* and *lanceolatum*); Tcas = *Tribolium castaneum* (flour beetle); Latk = *Lithobius atkinsoni* (centipede); Mlig = *Macrostomum lignano* (basal flatworm); Smar = *Strigamia maritima* (centipede); Pdum = *Platynereis dumerilii* (polychaete annelid); Erub = *Ethmostigmus rubripes* (giant centipede); Hrob = *Helobdella robusta* (leech, annelid); Lgig = *Lottia gigantea* (owl limpet mollusk); Amel = *Apis mellifera* (honeybee); Xtro = *Xenopus tropicalis* (frog); Atyp = *Archaster typicus* (starfish, hemichordate); Esco = *Euprymna scolopes* (bobtail squid mollusk)

In general, HOX genes 1–5 can typically be resolved as orthologs from invertebrates to vertebrates. An exception can be the insect *zerknult* (*zen*), which is thought to be a HOX3 homolog [58]. In our phylogenetic analysis, we find *S. mediterranea* orthologs of HOX1, HOX3, and HOX4. We find no support for HOX2 nor HOX5 orthologs, despite orthologs present in other Lophotrochozoans (Fig. 1). Thus, we propose that HOX2 and HOX5 have been lost in triclads (perhaps all flatworms as none of these orthologs were found in *Macrostomum* either).

Two *S. mediterranea* HOX genes could not be resolved (red asterisks; HOX3b, HOX4b). Top reciprocal BLAST hits to the putative HOX3b gene included *zen/HOX3*, and the paraHOX genes *Gsx* and *pancreas/duodenum homeobox protein 1* (*pdx1;* vertebrate *Xlox*). Previously, this Smed-HOX3b gene was described as the paraHOX gene Xlox in a closely related planarian species, *Schmidtea polychroa* [31]. In our analysis, we found little phylogenetic support for this gene being either an *Xlox* or *Gsx* ortholog. Therefore, we propose that this is a degenerate HOX3 paralog and have thus named it *Smed*-*HOX3b* (see “Discussion” section). All the top reciprocal BLAST hits for the putative HOX4b gene were HOX4. Previously, this ortholog was also annotated as a HOX4 homolog in the planarian *Dugesia japonica* [34].

HOX genes 6–8 in deuterostomes correspond roughly to ftz, Ubx, Antp, and AbdA in Ecdysozoa, yet orthology is murky [6, 18, 59, 60]. In Spiralia, these genes are named as Lox2, Lox4, Antp, and Lox5 to reflect Lophotrochozoan HOX differences [61, 62]. Here, we observe that *S. mediterranea* sequences not only cluster with other Lophotrochozoan HOX genes, but *S. mediterranea* has a Lox4 and two Lox5 paralogs and appears to have lost Lox2 and Antp (Fig. 1). As expected for the central HOX genes, the posterior probabilities were not ideal in our analysis, yet the Lox4 and Lox5 groups were well supported, and only one clear error of amphioxus HOX11 was misplaced (Fig. 1).

The posterior HOX genes correspond to a single ecdysozoan gene AbdB, the Spiralian genes Post-1 and Post-2, and the deuterostome genes HOX9-14 [61]. The *S. mediterranea* genes group with the Lophotrochozoan Post genes, with a single Post-1 gene and 4 Post-2 paralogs (named Post-2a-d). Finally, the paraHOX genes Xlox, Cdx, and Gsx could not be found in *S. mediterranea* as has been previously reported in other parasitic flatworms and triclads [3, 18, 31, 63]. In total, almost all *S. mediterranea* HOX genes could be assigned to specific HOX groups, and representatives of all major axial categories were found.

### Multiple methods confirm HOX gene expression in adult *S. mediterranea*: 5 have axially restricted expression; 2 have radial expression; and 6 have tissue-specific expression

Previous expression studies on HOX genes in planarians suggested that they may have axial restriction in their expression patterns [31–34, 36, 37]. 

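RNA was collected from 6 fragments of asexual CIW4 animals, a clonal laboratory strain of S. mediterranea. Zone 1 was the head tip up to the back of the photoreceptors and zone 2 ran from there to the back of the brain. Zone 3 ended at the front of the pharynx, zone 4 held the pharynx, zone 5 ran to midway between the pharynx and the tail tip, and zone 6 was the remaining tail tip. The animals were 8 mm long and had been starved for 1 week. RNA from 3 collections of 5 animals was mixed in equal amounts for each zone, so each zone had 1 polyA-selected library and no replicate; a separate description of the study gives 10 animals. The paper states a depth above 52000000 single-end reads per zone, and the depth of each library was not analysed here. The authors aligned the reads to the asexual transcriptome with bowtie2, removed transcripts under 0.5 CPM in each zone, normalized the counts by TMM and ran the edgeR exact test of each zone against the other 5. The authors' deposited table gives 1 score per transcript and zone, the −log10 of the p-value of that test, positive where the zone was higher and negative where it was lower. It holds 24578 transcripts. Counts were not analysed here and CPM only for the order of the zones in the histograms of Fig. 2, so no expression levels or fold changes are given, and a score mixes the size of a difference with the number of reads behind it. From the scores, p-values were recovered and adjusted by the Benjamini-Hochberg method over all transcripts within each zone, transcripts were ranked, and the order of the scores along the axis was tested by permutation. With 1 library per zone, every p-value compares these 6 libraries and no replicates measure the spread. The paper does not state how the test estimated it, and the other 5 zones may have stood in for replicates. Table S1 pairs transcript IDs with 11 HOX genes that had scores. Hox1 and Post-1 were not analysed here.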

To support any expression data, we first amputated wild-type animals into 6 A–P zones based on anatomical landmarks and performed RNAseq on each zone (see “Methods” section; Fig. 2a). Following collection, sequencing, and normalization (Additional file 2: Figs. S1, S2), these sequencing data were used to confirm HOX WISH expression. In addition, we provide the raw and processed zone data as a resource to the community for gene discovery of axially restricted transcripts, and we find many other transcripts that have some level of axial restriction to a specific zone (5289 transcripts showed axial restriction into 22 distinct categories; Fig. 2a, Additional file 3: Table S2).

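By number of calls, with 1 library per zone, transcripts higher in 1 zone than in the rest of the animal came mostly from the head. The counts may not be comparable between zones, because zone 1 is among the comparison zones of zones 2 to 6. Its presence there may hide some of their own transcripts. After adjustment of the p-values, 2779 transcripts were higher in zone 1, which holds the photoreceptors, and 659 in zone 2, which ends at the back of the brain. The pharynx zone, zone 4, had 423, more than the prepharyngeal zone 3 with 183, the postpharyngeal zone 5 with 19 and the tail tip, zone 6, with 79. In all, 3464 transcripts in 18 categories were higher in at least 1 zone at an adjusted p under 0.05, and 82.7% of them were higher in zone 1 or 2. At the unadjusted p under 0.05 used by the authors, the authors' deposited table lists 5289 transcripts in 22 categories. Of single transcripts, SmedASXL_007088 has the highest score in the authors' deposited table, 155.5 in zone 4, and SmedASXL_005730 has the highest of zone 1, 142.7. SmedASXL_018697 has the lowest score of the table, −40.1 in zone 1. These IDs were picked by their scores, and no name is paired with them in the tables used here. At the unadjusted threshold, uniformly distributed p-values would give about 614 higher transcripts in each zone. The counts in zones 1 and 2, 4017 and 1157 in the authors' deposited table, are above that number, and those in zones 3, 4, 5 and 6, 425, 590, 80 and 225, are below it. The p-values were not uniform, with at least 62.3% of them above 0.5 in each of zones 2 to 6. A count below 614 therefore does not make the calls of a zone chance calls, and 423 of zone 4 remained after adjustment.

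**Figure D1:**
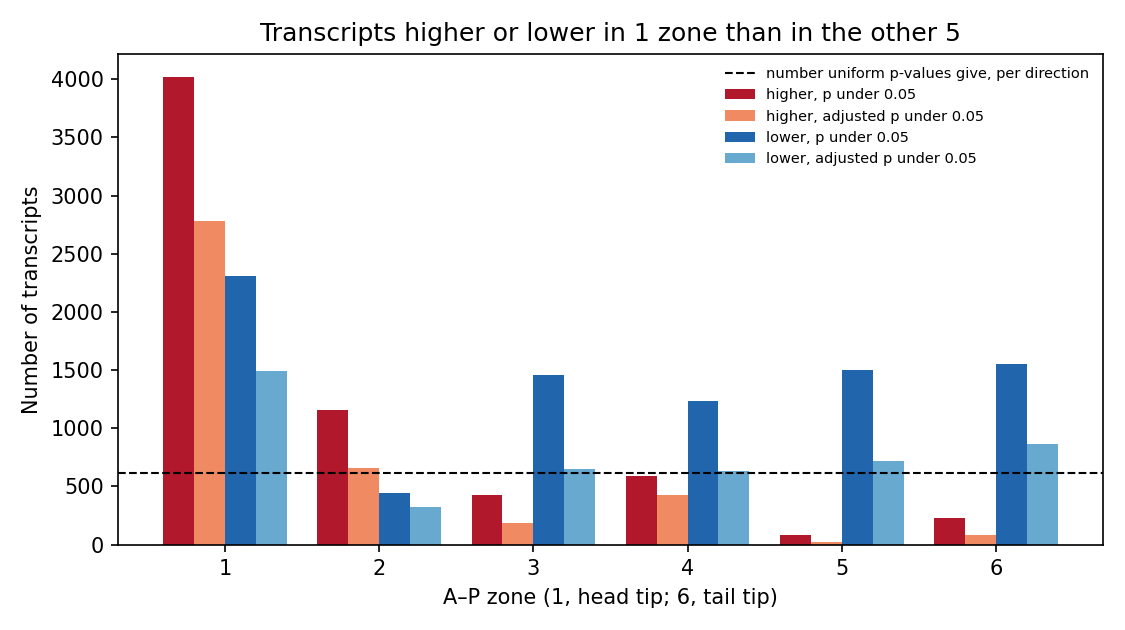
Number of transcripts (vertical axis) higher (red) or lower (blue) in each A–P zone (horizontal axis) than in the other 5, at an unadjusted p (dark bars) and an adjusted p (light bars) under 0.05. The dashed line marks the 614 transcripts per direction that uniform p-values give. Zone 1 has the tallest bars in both directions, and lower transcripts outnumber higher ones in zones 3 to 6.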

**Fig. 2:**
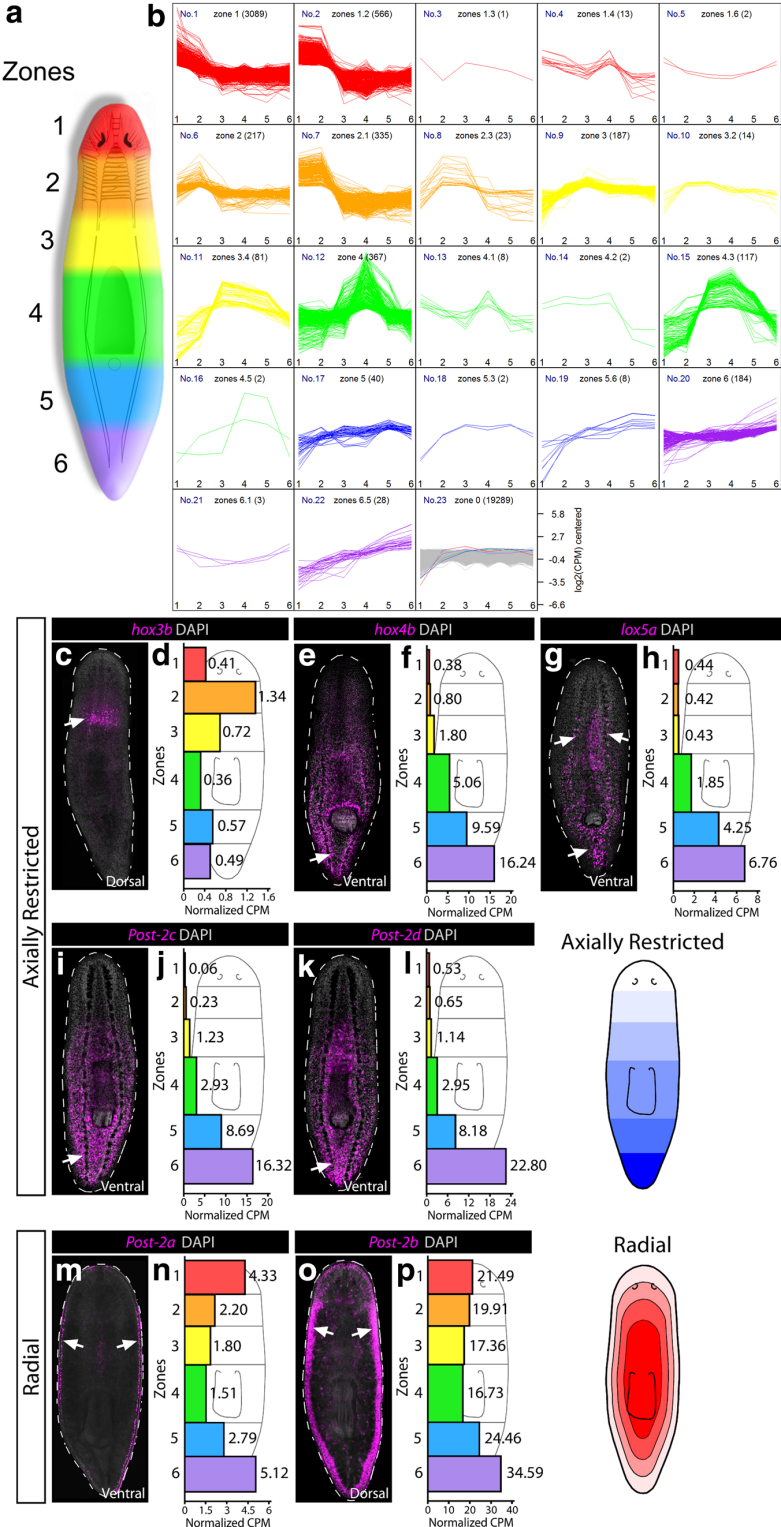
RNAseq and WISH reveal axially restricted HOX genes. **a** A cartoon schematic of 6 axial zones of tissue subjected to RNAseq is shown at the *left*. **b** Following transcript normalization across all zones, transcripts were binned according to having specific expression in particular zones. Twenty-two binning categories were distinguished, of which 16 contain specificity to more than one zone. For example, a specificity of 1.2 would signify that there was specificity to zones 1 and 2, with higher expression in zone 1 (whereas 2.1 has the same specificity but higher expression in zone 2). All transcripts and categories are listed in Additional file 3: Table S2. **c**–**p** FISH stains for individual HOX genes are shown in magenta and counterstained with DAPI in *gray*. *Arrows* denote where the strongest area of expression was seen. For each gene, the raw CPM values per zone are given in the histogram to the right of each stain. Two main categories were observed: axial restriction perpendicular to the A–P axis (**c**–**l**) and radial expression inside of the body edge at the D-V boundary (**m**–**p**)

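Transcripts shared between zones were mostly shared between neighbours. After adjustment, 678 transcripts were higher in more than 1 zone, none of them in 3 or more, and 670 of these (98.8%) were higher in 2 adjacent zones. Independent lists of the same lengths would have 46.4% of their shared transcripts in adjacent zones. Most of the 670 came from the head, and 95 from the other adjacent pairs. The head zones 1 and 2 shared 575 transcripts, where independent lists would share 74.5. Zones 3 and 4, on either side of the front of the pharynx, shared 80 against 3.15, and the tail zones 5 and 6 shared 6 against 0.0611. Zones 2 and 3 shared 8 against 4.91, and the pharynx zone 4 and zone 5 behind it shared 1 against 0.327. Zones 1 and 4 shared 7, fewer than the 47.8 of independent lists. Because each zone is among the comparison zones of the other 5, the lists are not independent of each other even without any shared expression, and the numbers describe these 6 libraries. Of the categories at the unadjusted threshold, 16 hold more than 1 zone, and after adjustment 12 do.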

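The 7 genes with histograms were ordered alike by their CPM and by their scores. Of 104 pairs of zones with different CPM in the histograms, read by eye to 2 digits, 103 had the same order in the scores. Both come from the same libraries, so this likeness is largely built in and only checks that the scores belong to these genes. The exception was in Lox5a, whose scores in the 3 most anterior zones are nearly equal. For Post-2a, the lowest score was in zone 4, where it stood at rank 929 from the lowest (adjusted p = 0.271 from the authors' edgeR exact test after Benjamini-Hochberg adjustment).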

Most planarian HOX genes do not have a published expression, and we have also been unable to detect them with previous WISH methods [50, 51]. Thus, we set out to develop a sensitive WISH method in order to detect the remaining genes (see “Methods” section and Additional file 2). Using this method, all 13 HOX genes were detected and fell into 3 categories of expression. First were genes that showed axial restriction (Fig. 2b). Despite having a clear HOX1 ortholog, the most anteriorly restricted was the putative HOX3 homolog (*Smed*-*Hox3b*), which showed specific enrichment to the neck of the animal. 

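Hox3b (SmedASXL_007522) was higher in zone 2, the region between the photoreceptors and the back of the brain, than in the rest of the animal. Its score in zone 2 is 3.19 in the authors' deposited table (p = 0.000641 from the edgeR exact test), and the p-value remained under the threshold after Benjamini-Hochberg adjustment over all transcripts (adjusted p = 0.0173). It stood at rank 621 of the transcripts in that zone, within the highest 2.53%. In the head tip, zone 1, its score was −0.78 in the authors' deposited table, with an adjusted p of 0.436 from the same exact test. No other zone had an adjusted p under 0.05. Its scores showed no trend along the axis (Pearson's r = −0.33, exact permutation p = 0.575; Spearman's rho = −0.14, exact permutation p = 0.803). Leaving out zone 2 turned r to 0.22.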

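Hox4b (SmedASXL_008878), Lox5a (SmedASXL_008764), Post-2c (SmedASXL_007760) and Post-2d (SmedASXL_012639) were all higher in the tail tip, zone 6, and lower in zones 1, 2 and 3 than in the rest of the animal. Of all 24578 transcripts, Post-2d had the rank 3 in zone 6, Post-2c the rank 8, Hox4b the rank 9 and Lox5a the rank 11. The Benjamini-Hochberg adjusted p-values of the edgeR exact test in zone 6 were 1.3e-18 for Post-2d, 3.5e-13 for Post-2c, 5.5e-09 for Hox4b and 2.4e-08 for Lox5a. In the head tip the 4 genes were lower, with adjusted p-values from the same exact test between 1.2e-17 for Post-2c and 1.6e-05 for Lox5a. In zone 5 the scores of Hox4b, Lox5a and Post-2c are above the unadjusted threshold in the authors' deposited table, at 2.23, 2.56 and 2.55, but the adjusted p-values of 0.152, 0.0837 and 0.0849 from the exact test are not under 0.05. Adjusted over the 6 comparisons together, Lox5a passed there (adjusted p = 0.0497 from the exact test). Adjusted over the 11 HOX genes alone, Hox4b, Lox5a and Post-2c all passed in zone 5 (adjusted p = 0.0218, 0.0155 and 0.0155 from the exact test). Post-2d has a score of 0.88 there in the authors' deposited table. The scores of Hox4b, Post-2c and Post-2d rose at every step from zone 1 to zone 6, with Pearson's r of 0.99, 0.99 and 0.89 and Spearman's rho of 1 for each (exact two-sided permutation p = 0.00278, the smallest that a rho over 6 zones allows; 0.0102 adjusted over the 11 HOX genes). For Lox5a, r was 0.92 (exact permutation p = 0.00833, adjusted p = 0.0229) and rho was 0.94 (exact permutation p = 0.0167, adjusted p = 0.0458). Over zones 2 to 5, without both ends, r stayed between 0.95 and 1.00. The permutation takes all 720 orders of the zones as equally likely. Of all transcripts, 261 rose at every step in the real order, against 28.7 on average over the 720 orders. The permutation p-values of the HOX genes may therefore understate how often such a rise occurs. A second transcript ID of Lox5a (SmedASXL_066865) had the rank 15 in zone 6 and also rose at every step. It was lower in zones 1 and 2 after adjustment, but not in zone 3 (adjusted p = 0.4999 from the exact test). Its score in zone 3, −1.47, had the direction of the first ID and passed only the unadjusted threshold (p = 0.0336 from the exact test). In zone 5 its score was 0, so the zone 5 result of the first ID was not seen in it. Post-2c and Post-2d are paralogs and reads shared between them were not assessed.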

Of the remaining 4 axially restricted patterns, 3 have been previously described, which showed posterior gradients as expected [32–34]. We confirmed these expression patterns using our RNAseq dataset.

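The 5 genes with axial restriction by WISH were all higher in at least 1 zone after adjustment over all transcripts, 4 of them in zone 6 and Hox3b in zone 2. Adjusted over the list alone, all 5 were also higher. Their median range of scores between zones, 22.9, was at the percentile 99.97 among 10000 random lists of 5 transcripts. The genes were grouped by their axial restriction, so this percentile restates the grouping, and the random lists were not matched on expression, since expression levels over all transcripts were not analysed here. Of the transcripts as a whole, 261 had scores that rose at every step from zone 1 to zone 6. The 720 possible orders of the zones gave 28.7 on average, and 11 of them, the real one included, gave as many. Of the 261, 25 were higher in zone 6 after adjustment. The paper set the CPM of the zones beside the WISH patterns of the same genes in Fig. 2 and states that the RNAseq showed the same axial patterns.

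**Figure D2:**
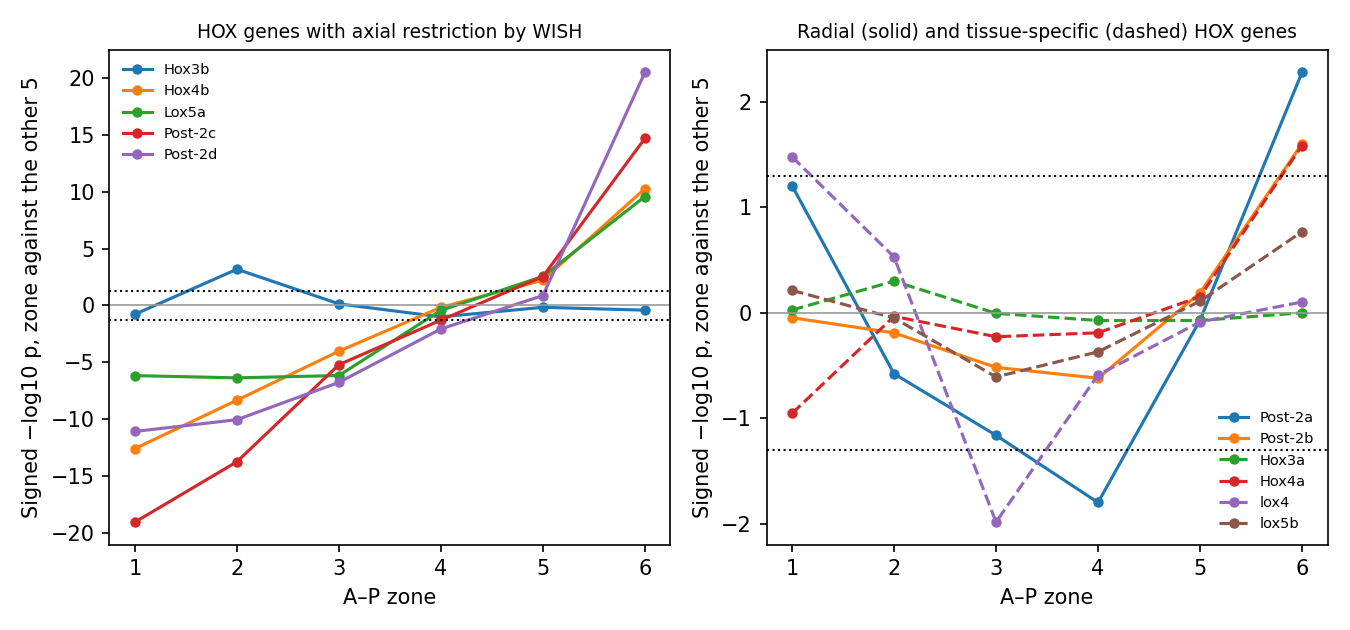
Score of each HOX gene (vertical axis, signed −log10 p of the authors' edgeR exact test) in each A–P zone (horizontal axis), with 1 pooled library per zone. The dotted lines mark the unadjusted threshold of the exact test in either direction, the left panel shows the genes with axial restriction by WISH and the right panel, on a narrower vertical scale, the radial genes (solid) and the tissue-specific genes (dashed). In the left panel 4 genes climb towards zone 6 and Hox3b peaks in zone 2.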

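Post-2a (SmedASXL_008903) and Post-2b (SmedASXL_008593), paralogs of the posterior HOX group, had their highest scores in the tail tip and showed no steady trend along the axis. Post-2a has scores of 1.21 in zone 1, −1.80 in zone 4 and 2.28 in zone 6 in the authors' deposited table. Neither zone 1 nor zone 4 had an adjusted p under 0.05 for this gene, over all transcripts or over the list alone. Post-2b has −0.05, −0.62 and 1.603 in the same zones of the authors' deposited table. In zone 6, Post-2a had the rank 105 and Post-2b the rank 170 among all transcripts. Both pass the unadjusted threshold there (p = 0.00527 and 0.025 from the edgeR exact test), and neither passed after Benjamini-Hochberg adjustment over all transcripts (adjusted p = 0.116 and 0.409). Adjusted over the list alone, the HOX genes with scores, both passed (adjusted p = 0.0116 and 0.0408 from the exact test). That list includes the 4 axially restricted genes that were higher in zone 6, whose low p-values ease the cutoff for the rest. Pearson's r of the scores with zone number was 0.22 for Post-2a (exact permutation p = 0.661) and 0.61 for Post-2b (exact permutation p = 0.189). Without zone 6, r was −0.52 for Post-2a and 0.02 for Post-2b.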

The second category of expression was a radial pattern for the Post-2a and 2b paralogs (Fig. 2m–o). The third and final category of expression displayed little axial restriction and instead showed patterns in specific tissues such as: the brain and nerve cords (Fig. 3a–l); stem cells (Fig. 3m, n); primordial germ cells (Fig. 3o, p); epithelium (Fig. 3q, r), mouth/anus (Fig. 3s, t); and unknown mesenchymal cells (Fig. 3v, w). In total, these data showed that while planarians display some aspects of axially restricted HOX gene expression, many genes have cell-type-specific expression in adult asexual animals.

**Fig. 3:**
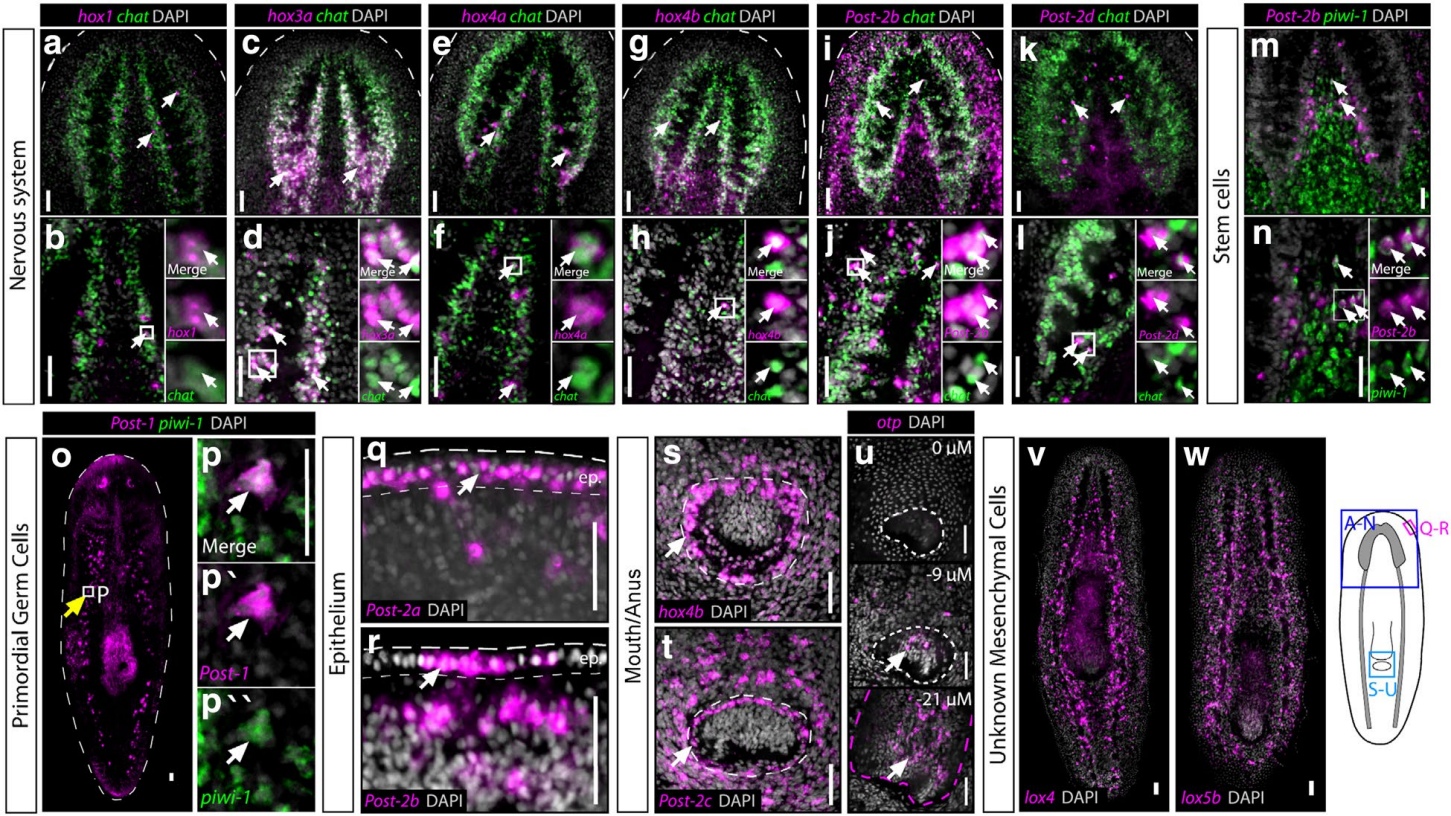
Tissue-specific expression of the HOX genes. For HOX genes that did not show axial restriction by WISH or RNAseq in uninjured animals, all others were detected in specific tissues. Most often, brain and nerve cord expression was detected and confirmed by dFISH with the marker *chat* in *green* to mark cholinergic neurons (**a**–**l**). *Post*-*2b* showed detectable expression in stem cells using the marker *piwi*-*1* (**m**, **n**), and *Post*-*1* was found to be expressed in a small subset of *piwi*-*1* ^+^ cells that are in the anatomical location of primordial germ cells in asexual planarians (**o**, **p**) [71, 72]. The remaining genes were found to be expressed in the epithelium (**q**, **r**), the body opening (**s**, **t**), the pharynx (**u**), as well as unknown mesenchymal cells with broad distribution (**v**, **w**). *Scale bars* = 50 μm

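Of the HOX genes with tissue-specific patterns, Hox3a (SmedASXL_008435), Hox4a (SmedASXL_007160), lox4 (SmedASXL_005553) and lox5b (SmedASXL_002885) had scores, and none of the 4 was higher in any zone after adjustment over all transcripts. Hox4a passes the unadjusted threshold in the tail tip (p = 0.026 from the edgeR exact test, adjusted p = 0.421). It had the rank 174 there and an adjusted p of 0.0408 when adjusted over the list alone. That list includes axially restricted genes, whose low p-values ease the cutoff for the rest. lox4 passes the unadjusted threshold in the head tip (p = 0.0332 from the exact test), with an adjusted p of 0.143, or 0.0731 when adjusted over the list alone. Its score in zone 3 was low (unadjusted exact test p = 0.0104, adjusted p = 0.212), and passed as lower when adjusted over the list alone (adjusted p = 0.0228). Hox3a and lox5b pass the unadjusted threshold in no zone. Hox4a was the only gene of the 4 with a correlation between score and zone number past the threshold after adjustment over the 11 HOX genes (Pearson's r = 0.85, exact permutation p = 0.0194, adjusted p = 0.0428). Its Spearman's rho of 0.83 did not pass (exact permutation p = 0.0583, adjusted p = 0.128), and over zones 2 to 5 r was 0.44.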

### Identity of the asexual planarian body opening

Although sexual planarians also have a gonopore body opening, most if not all triclads have a single opening into the gut [28]. It is currently unknown whether this is a mouth or anus, but has been called a “mouth” by convention. HOX expression can help distinguish this, as well as expression of other homeobox-containing genes *caudal* (*Cdx*), *orthopedia* (*otp*), and the T-box gene *brachyury*, which all typically mark the hindgut in other animals [30, 31]. Our analysis suggested that triclads have lost several paraHOX genes, and we could not find a *brachyury* (previously reported in [31]). However, an *otp* was found and the body opening was examined for expression of any HOX genes as well as *otp*. We observed that *Hox4b* and *Post*-*2c* were expressed in the ectodermal body opening, and *otp* was expressed at the end of the pharynx (Fig. 3u; Additional file 2: Fig. S4 C, D). Though not definitive, this is evidence that the pharynx and body opening have posterior character and are a hindgut and anus, respectively (see “Discussion” section).

## Discussion

### HOX gene complement and gene assignments

The data presented here show that planarians have retained a high level of HOX complexity similar to other major phyla of metazoans (between 9 and 14 genes per HOX cluster) [64]. Despite the fact that asexual *S. mediterranea* no longer have embryogenesis, they have retained a 13-gene HOX complement, suggesting that these genes are used in adults in various other processes or during regeneration of their adult tissues [32]. Indeed, 6/13 of *S. mediterranea* HOX genes appear restricted to specific cell types (Fig. 3). In contrast, we present data for 5 other HOX genes, which have clear A–P restriction despite the lack of a HOX cluster (Fig. 2). However, most surprising was the fact that anterior HOX genes showed little axial restriction. 

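By axial category of the HOX genes, 2 of 4 anterior genes with scores were higher in a zone after adjustment over all transcripts, against 1 of 3 central genes and 2 of 4 posterior genes. The anterior genes were Hox3b in zone 2 and Hox4b in zone 6, and Hox3a and Hox4a were higher in none. Hox3b and Hox4b are the genes whose place in the phylogeny the paper could not resolve with confidence. The count of anterior genes therefore rests on genes of uncertain category. None of the 4 anterior genes was higher in the head tip, zone 1, at either threshold. Hox3a, whose scores lie near 0 in all zones, had the rank 12050 of 24578 transcripts in zone 1, and Hox4b the rank 24396. The highest score was in zone 6 for all 4 posterior genes, and also for 2 of the 4 anterior and 2 of the 3 central genes. Adjusted over the list alone, where the low p-values of the axially restricted genes ease the cutoff, 3 anterior genes, 1 central gene and 4 posterior genes were higher in a zone. With so few genes per category, the categories were not tested against each other.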

We hypothesized that because planarians have a centralized brain and eyes in the anterior, that anterior HOX genes would play a strong role in the regional patterning of these tissues. We could not find any evidence to support this hypothesis, and instead, we now favor a model where anterior HOX genes have been decoupled from adult patterning in *S. mediterranea*. We predict that all the patterning molecules responsible for anterior patterning are captured in the zones 1 and 2 RNAseq data.

Our phylogenetic analyses of *S.mediterranea* HOX genes were in agreement with reciprocal BLAST results for all genes except two. The first, *Smed*-*HOX4b*, was previously annotated in another planarian species as a HOX4 homolog, and all reciprocal BLAST hits to multiple species support a HOX4 identity, yet the gene was incorrectly placed in our phylogenies. Perhaps with more advanced methods or with the inclusion of other flatworm HOX4 sequences, this gene can be resolved into the HOX4 group. *Smed*-*HOX3b* was much more unclear. It was previously annotated as an *Xlox* in a closely related species of planarians [31]. To test this, we added in several Xlox sequences into our dataset and could not find any support for this gene as having an Xlox identity. Similarly, *Smed*-*HOX3b* has high BLAST scores for being a *zen/HOX3* or *Gsx* homolog, and phylogenetic analysis places the gene near the HOX3 and Gsx clusters (Fig. 1). Because Smed-HOX3b could never enter the Gsx group in our phylogeny (100 % support against it), we propose that this gene is a degenerate HOX3, but acknowledge the possibility that it may be a degenerate paraHOX gene Gsx or Xlox.

### Posterior shift of the mouth, anterior shift of the anus, or both?

In planarians, embryogenesis is a highly derived spiral cleavage and potential body openings have not been lineage-traced from embryo to adult. This has made determining the identity of the primary body opening very difficult. In addition, the ectoderm where the opening is located may not necessarily be the entrance into the gut because entrance of food into the gut must go through the pharynx which does not attach to the ectoderm in a traditional fashion. Finally, the pharynx is an anterior/foregut structure in both *C. elegans* and mammals, both of which use a FoxA homolog to specify the tissue [65, 66]. Because *S. mediterranea* also uses *FoxA* to specify the pharynx [67, 68], we previously preferred a model where the pharynx represents the ancestral mouth and entrance into the gut, whereas the ectodermal body opening represents the ancestral anus. In this model, both openings would have shifted axial position to meet in the middle of the animal. To attempt to place an identity of either opening, we examined both for any HOX expression and for expression of the hindgut marker *otp*. We could detect *Hox4b* and *Post*-*2c* in the ectodermal opening (Fig. 3s, t), and surprisingly, we also detected *otp* in the pharynx (Fig. 3u; Additional file 2: S4 C–D). Together, we believe these two patterns of gene expression argue against our initial hypothesis and suggest that the pharynx has hindgut character (although the ectodermal opening is still likely to be an anus). This conclusion also implies that the mouth either was lost or has shifted to the interior of the animal and may exist as the opening where the pharynx enters into the gut. As more genes are examined in these gut openings, it will be interesting to see how the model changes and whether the mouth/anus identity can be clearly determined.

### Future studies on HOX genes in the flatworms: functions and embryogenesis

As more flatworm species are sequenced, it will be possible to determine whether all species of planarians have retained/duplicated the same HOX genes as *S.mediterranea*, as well as determine how some genes were lost in triclads from ancestral flatworms. For example, the basal flatworm *Macrostomum lignano* clearly has *Cdx* homologs, but this paraHOX gene could not be found in any polyclad, cestode, trematode, or triclad. Morphology can differ substantially between species of planarians or other flatworms in general. For example, several members of the planarian genus *Phagocata* have many pharyngeal structures, organized into a segmental-like pattern along the A–P axis (although they still project through the single, ventral body opening) [28]. In addition, parasitic flatworms such as tapeworms have morphological segmentation, but a fairly reduced HOX complement [3, 18]. Through a comparative approach, it will be interesting to examine whether HOX genes play a role in the spatial patterning of these body segments that do not exist in *S. mediterranea*. Finally, it will be important to determine the expression and function of all *S. mediterranea* HOX genes during regeneration, embryogenesis (in sexual species), or simply in the maintenance of A–P spatial identity in adult planarians. A traditional DNA-binding cofactor of HOX genes from the TALE class homeobox family as well as a *teashirt* homolog has strong axial phenotypes following RNAi in planarians [69, 70]. This is suggestive that the HOX genes themselves may play roles in axial patterning in adult planarians. In total, the data here provide the methods and description for future functional studies of flatworm HOX genes and morphological evolution.

## Conclusions

 Here, we perform the first description and expression analysis of the entire HOX complement in a Platyhelminth, the freshwater triclad, *S. mediterranea*. We find that *S. mediterranea* has 13 HOX genes that are not clustered in the genome. Five genes show axial restriction in expression, 2 are expressed radially around the body edge, and the remaining genes have tissue-specific expression. We support the WISH expression data with RNAseq from 6 axial zones of the animal. Interestingly, we detected a posterior HOX gene expressed in the single body opening to the gut. A canonical hindgut marker, *orthopedia*, was also found to have adjacent spatial expression in the pharynx. Together, we propose that the triclad body opening to the gut is an anus and that the mouth has been lost. In total, the improved methods, datasets, and gene descriptions now allow for the functional dissection of HOX gene function in adult planarians as well as during regeneration.

## Additional files

10.1186/s13227-016-0044-8 Sequences and accession numbers used in the phylogenetic analysis in Fig. 1. New *S. med* gene names are given, and homology to any previously described planarian HOX fragments is given as well as references to where they were published. Predicted amino acid sequences are given for any planarian genes as well as the primary homeobox-containing ORF from *Macrostomum lignano* transcripts. All GenBank accession numbers for genes used in the phylogenies in Fig. 1 and S3 are listed.
10.1186/s13227-016-0044-8 Contains supplemental Figs. 1–4 as well as a detailed WISH protocol.
10.1186/s13227-016-0044-8 Zone assignment of transcripts from normalized RNAseq data. The raw data for the zone plots of transcript expression in Fig. 2A are given here. Only genes with normalized CPM > 0.5 are shown.

## Abbreviations

*S. mediterranea*: *Schmidtea mediterranea*
WISH: whole-mount in situ hybridization
FISH: fluorescent in situ hybridization
dFISH: double fluorescent in situ hybridization
RNAi: RNA interference
RNAseq: mRNA deep sequencing
otp: orthopedia
Cdx: caudal
Gsx: GS homeobox
zen: zerknult
A–P: anterior–posterior
CPM: counts per million reads

# Supplementary material for: HOX gene complement and expression in the planarian Schmidtea mediterranea
**Source:** EvoDevo. 2016 Mar 30;7:7. doi: 10.1186/s13227-016-0044-8
**Supplement:** Supplementary file 2 — 10.1186/s13227-016-0044-8 Contains supplemental Figs. 1–4 as well as a detailed WISH protocol.

**Supplemental Figure legends. Detailed FastBlue WISH protocol**

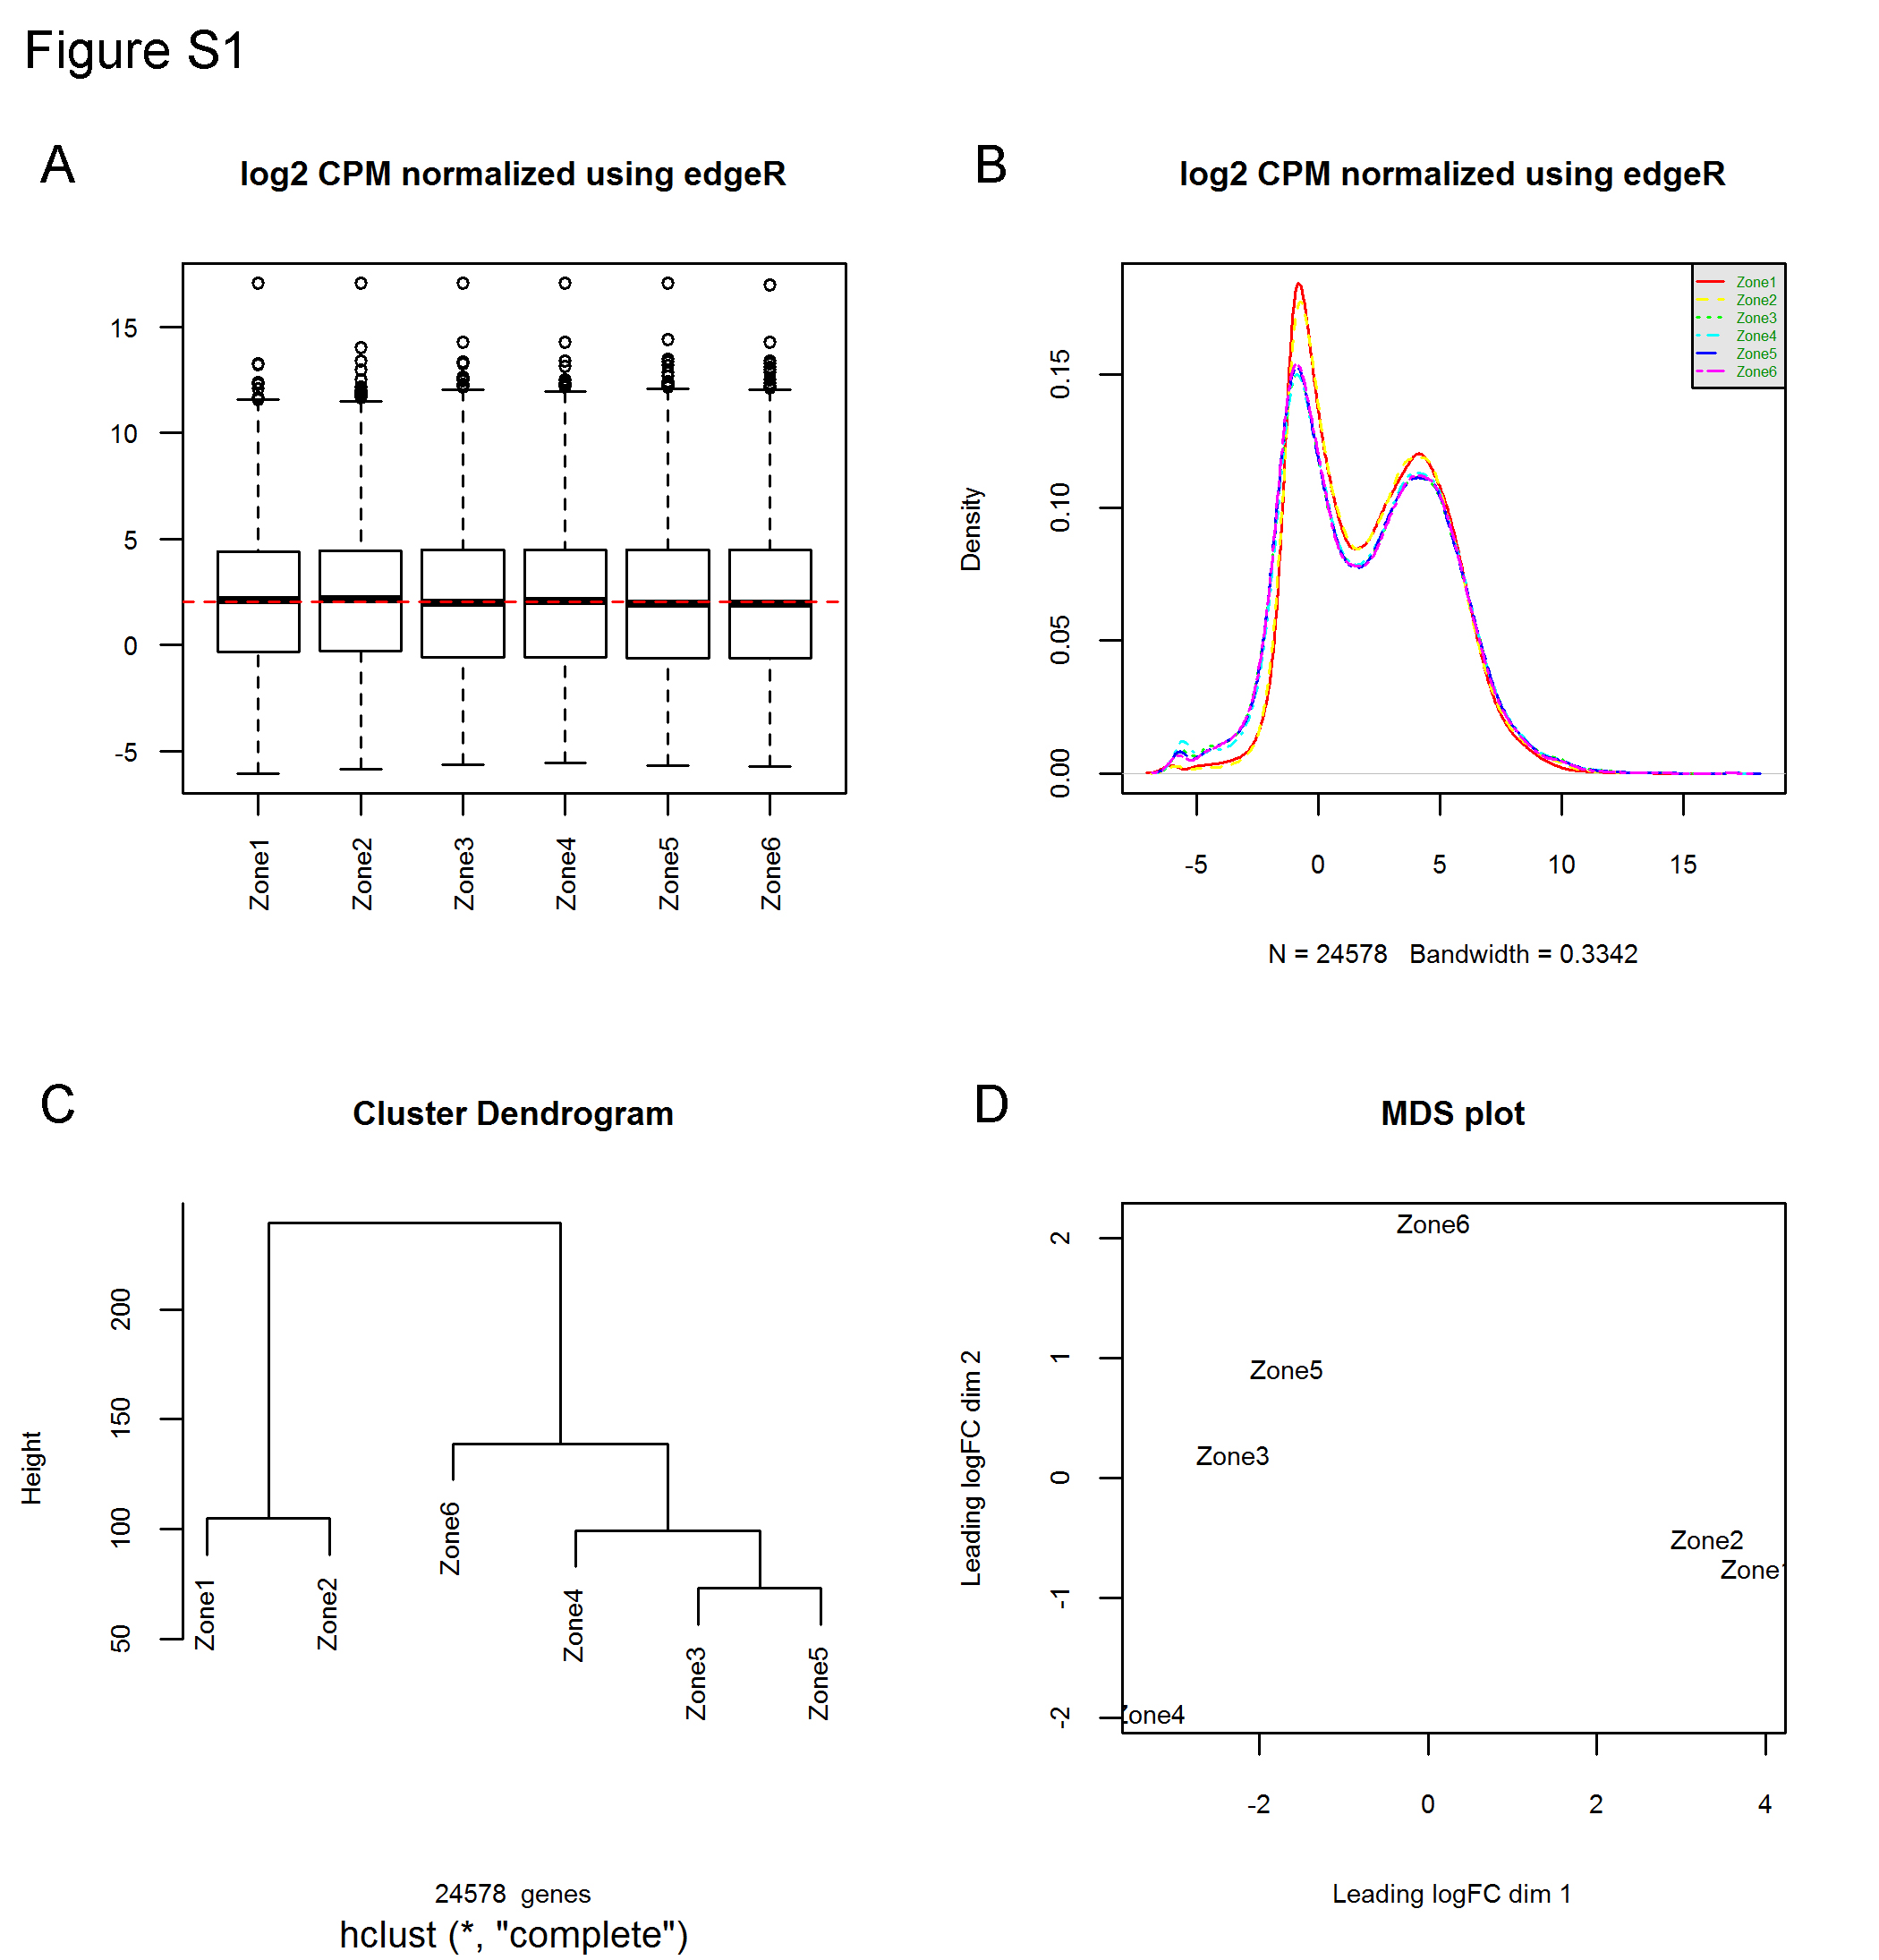
**Figure S1:**

**Normalization of RNAseq Zone data.**

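The 6 zones fell into a head part and a body part by their scores. Across the 24578 transcripts, Spearman's rho between the scores of zones 1 and 2 was 0.40, and among zones 3 to 6 it lay between 0.20 for zones 4 and 6 and 0.56 for zones 3 and 5. All pairs of a head zone with a body zone were negative, from −0.77 for zones 1 and 3 to −0.35 for zones 2 and 3. Each zone is also among the comparison zones of the others, so 6 unrelated zones with equal spread would give −0.20. Zone 1 had the most calls in both directions, so equal spread may not hold. A baseline for unequal spread was not computed, and the split into head and body may partly follow from the design. These correlations run across transcripts, which are not independent replicates, and each zone is 1 library. By Pearson's r, the sign changed for zones 1 and 6 (0.15), 2 and 6 (0.35), 3 and 4 (−0.01), 4 and 5 (−0.05) and 4 and 6 (−0.35). Why it changed was not tested. The distances between normalized CPM shown in Fig. S1 were not computed here.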

(A) Box-plot, (B) smoothing density-plot, (C) hierarchical clustering, and (D) multidimensional scaling (MDS) were used to show the zone relations after normalizing. The top plots show that the sample distributions for each zone are approximately identical. This means that the normalization has worked. In the following, CPM represents the normalized CPM.

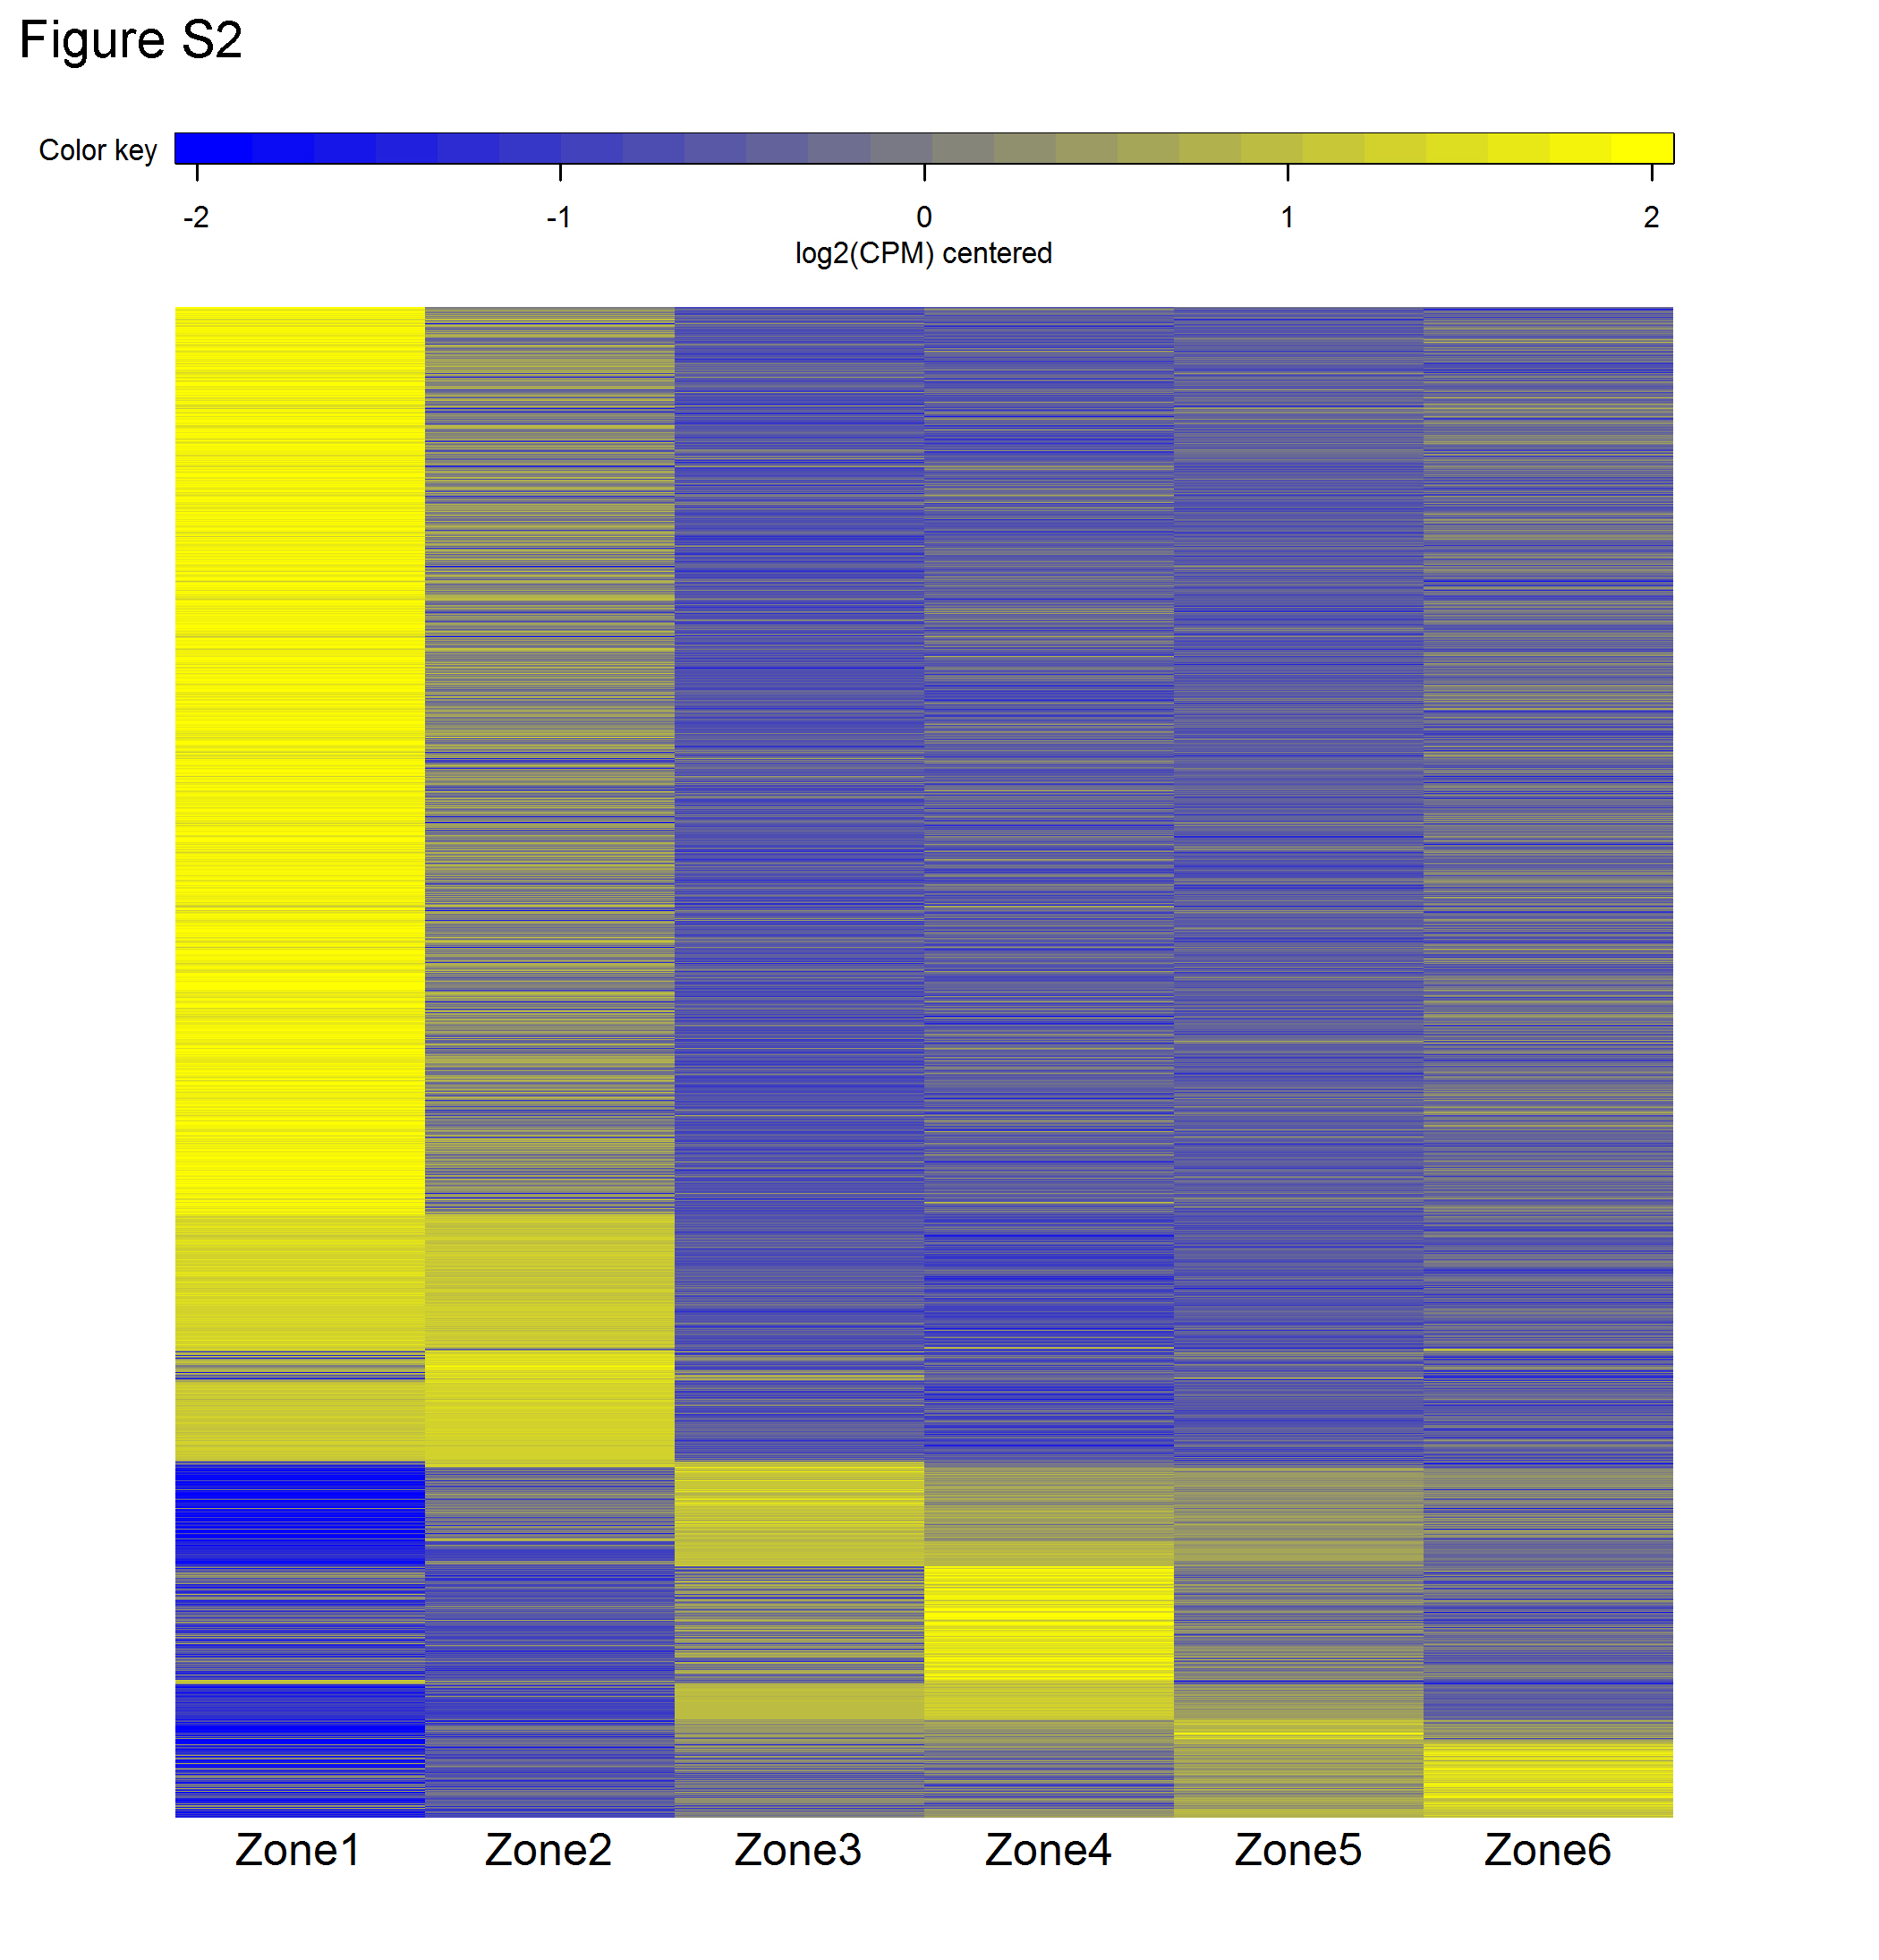
**Figure S2:**

**Heatmap visualization of zone data and distribution.**

Heatmap of log2 normalized CPM for all transcripts except for those not specific to any zone. The rows of heatmap were sorted by the specific zones from 1 to 6. Using edgeR, the specific zones were determined using p-value scores under the significant level 0.05.

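Each zone code lists the zones with a positive score above 1.301, the −log10 of 0.05, with the highest score first; this rule gave the code of all 24578 transcripts in the authors' deposited table. Negative scores do not enter the code. After Benjamini-Hochberg adjustment of the edgeR p-values, 1300 transcripts were higher in one zone and lower in another, and 1059 were lower in at least 1 zone and higher in none. Of the first 1999 of the 24,578 rows of Table S2, which were the ones used here, no score differed from the deposited one by more than 0.000445.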

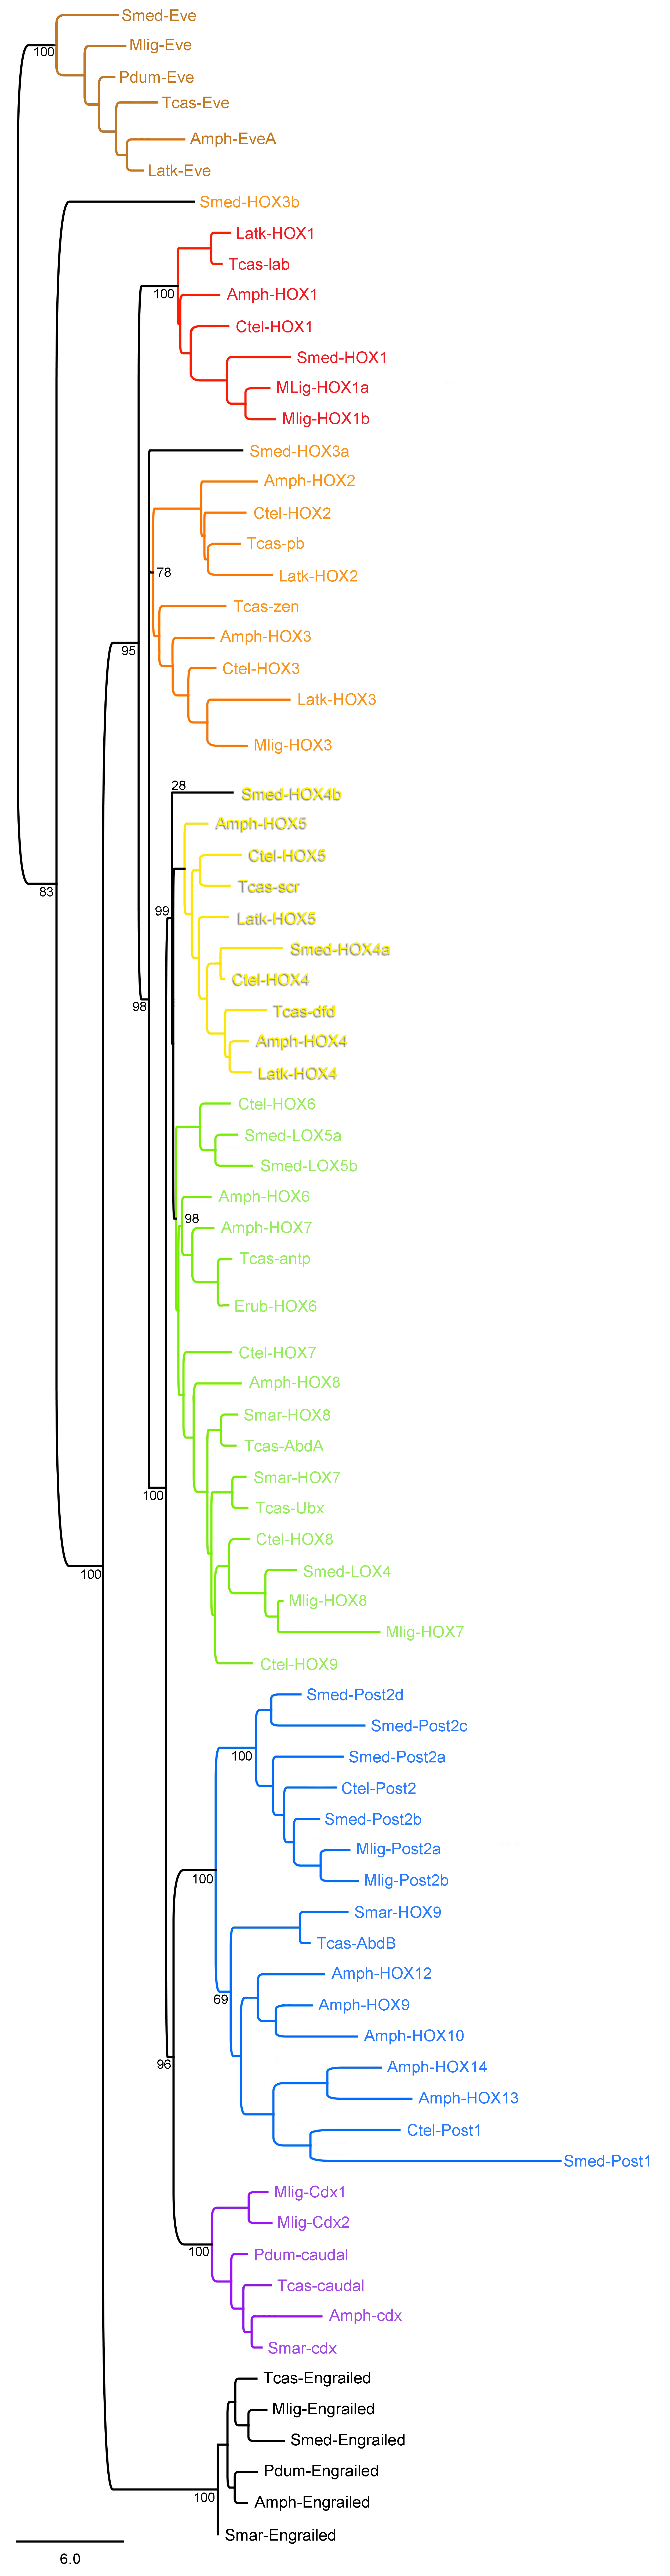

Figure S3

**Figure S3:**

**Maximum Likelihood HOX phylogeny.**

A Maximum Likelihood phylogeny of select animal HOX genes as well as, Caudal, Even-skipped, and Engrailed, is shown. Genes are the same as in Fig. 1 and all *S. med* genes were named based on their top reciprocal BLAST hit. Two genes from *S. med*. could not be placed with confidence: HOX3b and HOX4b. The tree used the Even-skipped sub-tree as an outgroup, and only the bootstrap consensus values are shown for important nodes. Species and sequences used in the phylogeny are listed in Table S1 and Fig. 1 legend.

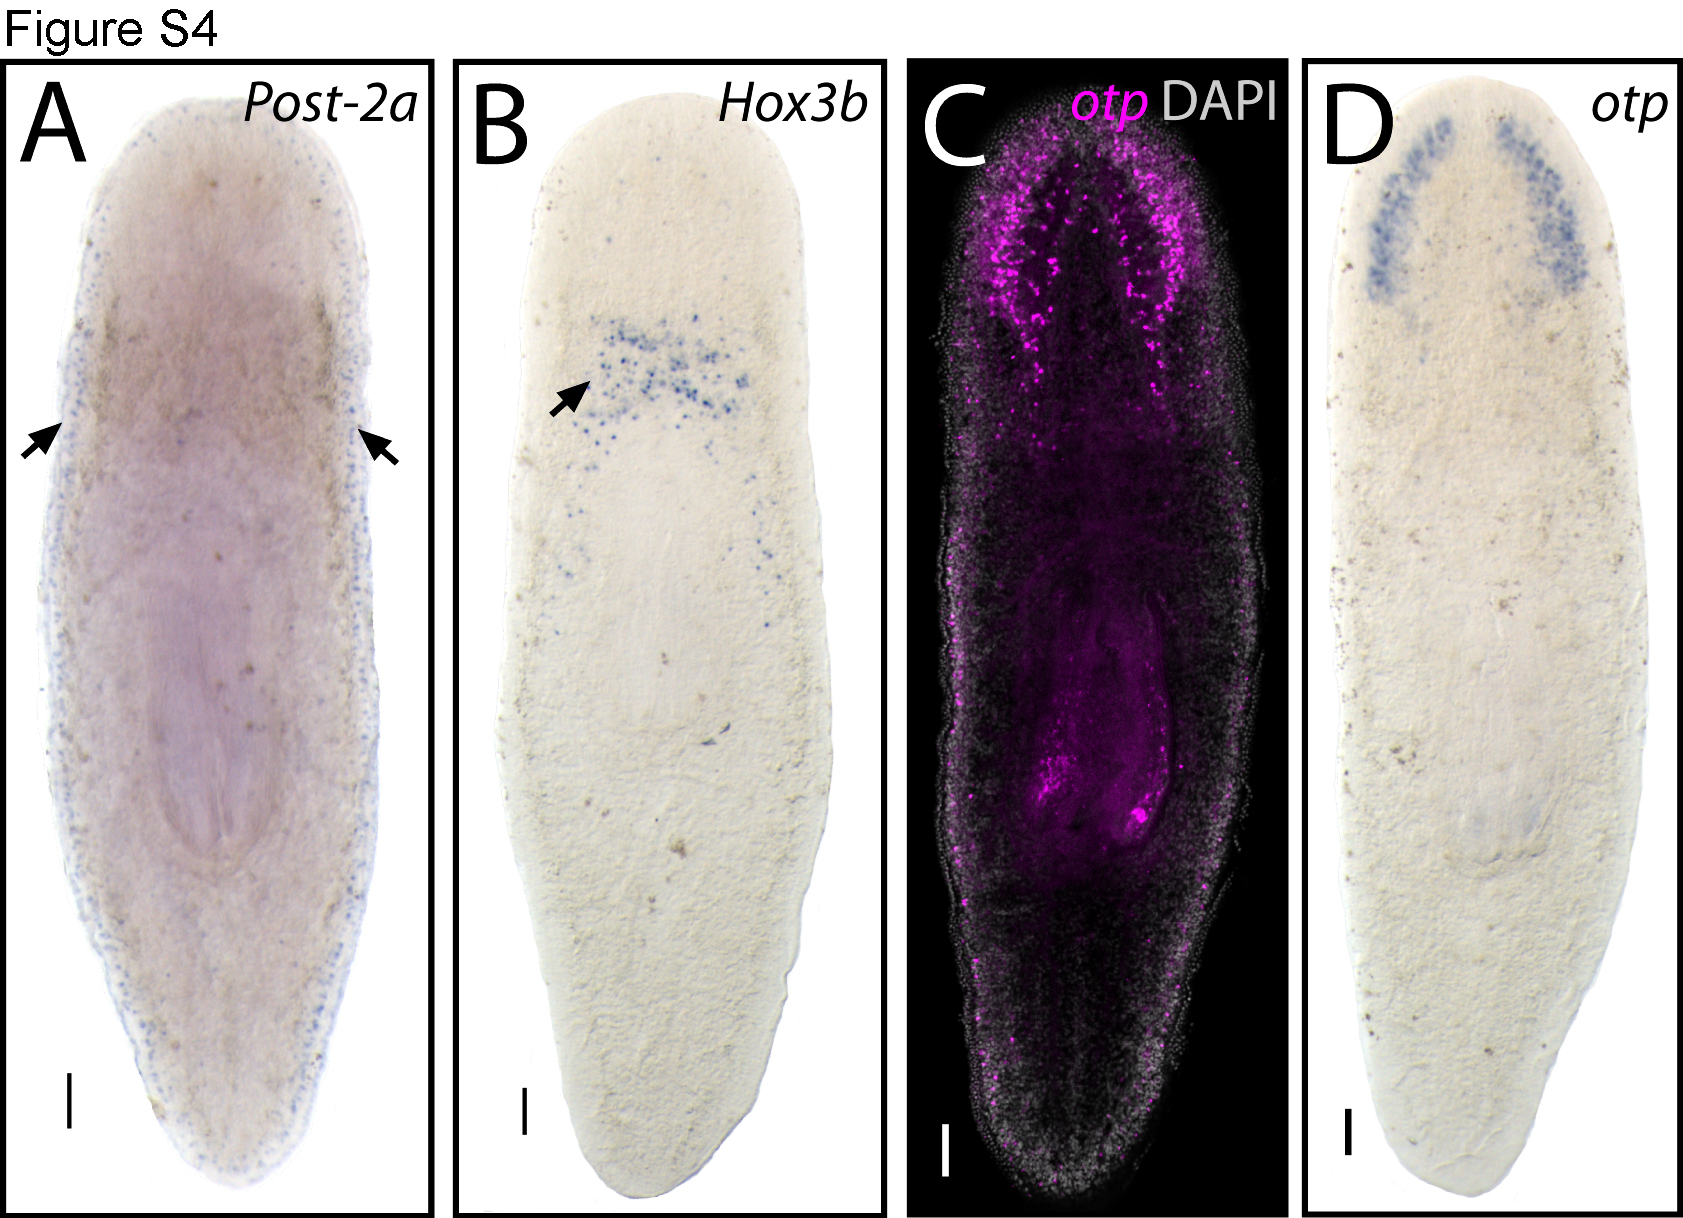

**Figure S4: Colormetric detection of HOX genes and *otp*.**

The HOX genes in Fig. 2 could be detected colormetrically using previous methods and have been reported elsewhere with the exceptions of Hox3b and Post-2c. (A-B) Examples of HOX genes that can be detected colormetrically. (C-D) *otp* expression with Fastblue in magenta vs. colormetric to illustrate the increased sensitivity of the improved method as well as the entire whole-mount expression pattern of *otp*.

**FastBlue WISH protocol, notes, and troubleshooting tips**

**REAGENTS**

**1. Riboprobe Synthesis**

- T7, T3, or SP6 RNA Polymerase (Fermentas; 20U/µL; EP0111)
- 5x Transcription Buffer (Fermentas; comes with RNA polymerases)
- RNaseOUT (Invitrogen; 40U/ µL; 10777-019; Recombinant Ribonuclease Inhibitor)
- DIG-UTP Riboprobe Labeling Mix (Roche; 10x; 11277073910)
- 2x Carbonate Buffer (120mM Na2CO3; 80mM NaHCO3; pH to 10.2, diluted in RNAse-Free H2O, aliquot and store at -20oC)
- Stop Solution (200mM NaAc; pH to 6.0 with Acetic Acid, diluted in RNAse-Free H2O, aliquot and store at -20oC)
- RNAse Free water (Invitrogen; AM9937)
- 100% Ethanol, 70% Ethanol, ICE COLD!
- Glycogen (Roche; 20mg/ml; 10901393001)

***in situ* Protocol**

**General Buffers**

- 20x SSC Stock solution (Sigma; S6639)
- 10x PBS Stock solution (Roche; 11666789001)
- PBSTx
  - 0.5% (v/v) Triton X-100 (Bio Basic; TB0198)
  - 1x PBS (from a 10x Stock)
  - Diluted in H2O

**Day 1** (kill animals, remove mucus, fix, reduce/permeabilize, dehydrate, and bleach)

- 5% NAC Solution
  - 5% (w/v) NAC (N-acetyl-L-cysteine; Sigma; A7250)
  - Dissolved in 1x PBS
- 4% Fixative Solution (See Note 1)
  - 4% (v/v) Formaldehyde (technically formalin) Solution (Sigma; F8775)
  - Diluted in PBSTx from the 37% stock solution
- Reduction Solution (See Note 2)
  - 50mM DTT (Bio Basic; DB0058; DL-Dithiothreitol)
  - 1% (v/v) NP-40 (Bio Basic; NDB0385) from a 10% stock in H2O
  - 0.5% (w/v) SDS (Bio Basic; SB0485) from a 10% stock
  - Bring to volume with 1x PBS
- 50% Methanol Solution(1:1 Methanol:PBSTx)
- 100% Methanol
- Bleaching Solution (By King and Newmark, 2013) (**Warning:** See Note 3)
  - 1.2% H2O2
  - 0.5x SSC (From 20x SSC Stock)
  - 5% (v/v) Formamide (Bio Basic; FB0211)
  - Bring to volume with H2O

**Day 2** (rehydrate, hybridize)

- Hybridization Solution
  - 50-55% (v/v) De-ionized Formamide
  - 5-10% (w/v) Dextran Sulfate (Bioshop; DEX001.50)
  - 5x SSC (From 20x SSC Stock)
  - 1x Denhardt’s Solution (Sigma; D2532)
  - 100ug/mL Heparin from porcine intestine(Sigma; H3149)
  - 1mg/mL yeast torula RNA (Sigma; R6625)
  - 1% (v/v) Tween-20 (BioBasic; TB0560; from a 10% stock)
  - Bring to volume with RNAse-Free H2O (Invitrogen; AM9937)
- Pre-Hybridization Solution (Same as hybridization but omit Dextran Sulfate and top up with RNAse-Free water instead)
- 1:1 Pre-Hybridization Solution:PBSTx
- Riboprobe Mix (Hybridization Solution with desired concentration of riboprobe added) (See Note 4)

**Day 3** (washing and antibody incubation)

- SSCTx (2x, 0.2x, 0.05x; all with 0.1% (v/v) Triton X-100, made from 20x SSC stock diluted in milliQ H2O)
- Horse Serum (Sigma; H1138; Heat Inactivated and sterile-filtered)
- Western Blocking Reagent (Roche; 10%; 11921673001)
- Block Solution (5% Horse Serum and 0.5% Western Blocking Reagent from 10% Stock. Diluted in milliQ H2O)
- Antibody Solution (Block solution with desired antibody (or antibodies) added) (See Note 5)
- MABT
  - 100mM Maleic Acid (Sigma; M0375)
  - 150mM NaCl
  - 0.1% (v/v) Tween-20
  - Bring to volume with milliQ H2O and pH to 7.5 with NaOH, autoclave

**Day 4** (antibody washes and development)

- MABT

**Detection/Development**

**NBT/BCIP Colorimetric Development**

- Nitro Blue Tetrazolium (Roche; 11383213001; NBT)
- 5-Bromo-4-chloro-3-indolyl phosphate (Roche; 11383221001; BCIP)
- AP Buffer
  - 100mM Tris, pH 9.5
  - 100mM NaCl
  - 50mM MgCl2
  - 0.1% Tween-20
  - Bring to volume with water or a 10% PVA stock solution in milliQ H2O (Sigma; P8136; polyvinylalcohol) (See Note 6)
- Development Buffer (AP-Buffer with the addition of 4 µL/mL each of both NBT and BCIP)
- 80% Glycerol Solution (80% Glycerol, 10mM Tris pH 7.5, 1mM EDTA)

**Tyramide Signal Amplification Fluorescent Development**

- Fluorescein-NHS ester (Pierce; 46100) (**Warning:** See Note 7)
- Rhodamine-NHS ester (Pierce; 46406) (**Warning:** See Note 7)
- AMCA-NHS ester (Pierce; 33005)(**Warning:** See Note 7)
- Cy3-NHS ester (Amersham (GE); PA13101) (**Warning:** See Note 7)
- Dimethyl Formamide (Sigma; 227056)
- Triethylamine (Sigma; T0866)
- Tyramide (Sigma; T2879)
- Tyramide Development Buffer (PBSTx with desired tyramide dilution)
  - FITC-Tyramide is used at ~1:2000
  - Rhodamine-Tyramide is used at ~1:5000
  - AMCA-Tyramide is used at ~1:1000
  - Cy3-Tyramide is used at ~1:500
- H2O2 30% stock solution
- 80% Glycerol Solution (80% Glycerol, 10mM Tris pH 7.5, 1mM EDTA)

**Fast-Blue Colourimetric/Fluorescent Development**

- Fast Blue BB Salt Hemi (Zinc Chloride) Salt (Sigma; F3378; Fast Blue BB)
- Fast Blue BB Stock (100mg/mL Fast Blue BB Salt in dimethyl formamide; store at -20˚C in small aliquots)
- Napthol-AS-MX-Phosphate Disodium Salt (Sigma; N5000; NAMP)
- NAMP Stock (100mg/mL NAMP in DMSO; store at -20˚C in small aliquots)
- SB8.2
  - 100mM Tris, pH 8.5
  - 100mM NaCl
  - 50mM MgCl2
  - 0.1% Tween-20
  - Bring to volume with water or a 10% PVA stock solution in milliQ H2O (Sigma; P8136; polyvinylalcohol) (See Note 8)
- Fast Blue Staining Solution
  - SB8.2 Buffer, split into two equal aliquots
    - To first half add Fast Blue BB stock to a final concentration of 0.75 or 0.5 mg/mL
    - To the other half add NAMP stock to a final concentration of 0.75 or 0.5 mg/mL
    - Add the NAMP/SB8.2 mixture drop wise to the Fast Blue BB/SB8.2 mixture while vortexing slowly to minimize bubble formation.
- TNT Buffer (100mM Tris pH 7.5, 150mM NaCl, 0.1% Tween-20, bring to volume with milliQ H2O)
- 80% Glycerol Solution (80% Glycerol, 10mM Tris pH 7.5, 1mM EDTA)

**Antibodies**

- Anti-DIG-AP Antibody (Roche; 11093274910)
- Anti-DIG-POD Antibody (Roche; 11207733910)
- Anti-Fluorescein-POD Antibody (Roche; 11426346910)
- Anti-DNP-HRP or AP (PerkinElmer DNP kits; NEL746A001KT and **NEL747A001KT)**

**PROCEDURES**

**Probe Synthesis**

1. Prepare synthesis reaction as follows on ice in this order in a 500μl RNAse-Free microfuge tube:
   - RNAse-Free H2O to 25 µL
   - 5 µL 5x Transcription Buffer (Fermentas)
   - ~10 µL DNA Template (400ng)
   - 1 µL RNaseOut
   - 2.5 µL Dig Riboprobe Labeling Mix
   - 2 µL T7, T3 or SP6 RNA Polymerase (20 U/µL)
2. Incubate reaction at 37˚C for 2 hours
3. Destroy DNA template by adding 2 µL RNAse-free DNAse I (1 U/µL) and incubate reaction at 37˚C for 15 minutes.
4. *Optional: Save 2 µL of the reaction for gel analysis.*
5. Hydrolyze probe by adding 20 µL RNAse-Free H2O and 40 µL 2x Carbonate Buffer and incubating at 65˚C for 2.5 minutes.
6. Neutralize probe by adding 80 µL of Stop Solution, mix and put probe on ice.
7. Add 2 μl of glycogen and 220 μl of ice cold 100% ethanol. Mix well!
8. Centrifuge at > 13,000g for 30 minutes at 4oC to pellet.
9. Rinse pellets gently with 500μl ice cold 70% Ethanol. Invert once.
10. Re-pellet by centrifugation at > 13,000g for 10 minutes.
11. Decant and air dry carefully (~ 5 minutes). Do not over dry.
12. *Optional: If running a diagnostic gel, suspend the above pellet in 20 µL RNAse-Free H2O first, save 2 µL of the hydrolyzed probe for analysis and then add the remaining 80 µL of Pre-Hybridization Solution. Once the probe is resuspended in prehyb, a gel cannot be run due to the torula RNA.*
13. Resuspend probe with 100 µL of Pre-Hybridization Solution or deionized formamide (see Materials ‘*in situ* Protocol’ Day 2) by vortexing and store at -80oC.

***in situ* Protocol (Important: See Note 9)**

**Day 1 (kill animals, remove mucus, fix, reduce/permeabilize, dehydrate, and bleach)**

1. Transfer 7-day starved asexual planarians between 2-5 mm to a 1.5 mL microfuge tube (for processing up to 30 animals) or 15 mL Falcon tube (for processing up to 500 worms). (See Note 10)
2. Remove planarian water and replace with 5% NAC Solution and incubate for 5-10 minutes at room temperature (RT). (See Note 11)
3. NAC Solution is replaced with 4% Fixative Solution for 15-20 minutes at RT. (See Note 12)
4. Fixative Solution is removed and worms are rinsed 2x with PBSTx for 5 minutes at RT.
5. PBSTx is replaced with Reduction Solution for 5 minutes at 37˚C. Do not nutate worms at this step as they are fragile. (See Note 11)
6. Remove Reduction Solution and rinse worms 1x with PBSTx for 5 minutes at RT.
7. PBSTx is replaced with 50% Methanol Solution for 5-10 minutes at RT.
8. 50% Methanol Solution is replaced with 100% Methanol for 5-10 minutes at RT.
9. Worms are then stored at -20˚C for at least 1 hour. (See Note 13)
10. Bring worms back to RT and replace 100% Methanol with 50% Methanol Solution for 5-10 minutes.
11. 50% Methanol Solution is replaced with PBSTx for 5 minutes.
12. PBSTx was replaced with Bleaching Solution under direct light for 2 hours. (See Note 14)

**Day 2 (hybridization)**

1. Bleaching Solution is removed and worms are rinsed 2x with PBSTx for 5 minutes each wash.
2. Wash worms in 1:1 PBSTx:Pre-Hybridization Solution for 10 minutes at RT.
3. 1:1 PBSTx:Pre-Hybridization Solution is replaced with Pre-Hybridization Solution for 2 hours rotating in a Hybridizer Oven at 56˚C.
4. Make Riboprobe Mix and incubate at 80˚C for 5 minutes and then place at 56˚C until ready to use.
5. Pre-Hybridization Solution is replaced with Riboprobe Mix and incubated >16 hours at 56˚C without rotation. (See Note 15)

**Day 3 (washing and antibody incubation)**

**NOTE: All wash solutions should be brought up to and kept at 56˚C prior to use.**

1. Riboprobe Mix is carefully removed and replaced with 2x SSCTx. (See Note 16)
2. Worms are rinsed in a 56oC Hybridizer Oven by the following steps:
   - Rinse 2x with 2x SSCTx for 30 minutes each wash. (See Note 17)
   - Rinse 2x with 0.2x SSCTx for 30 minutes each wash.
   - Rinse 2x with 0.05x SSCTx for 30 minutes each wash.
3. Return worms to RT and wash with MABT 2x for 10 minutes each wash. (See Note 18)
4. Transfer worms to a 24-well plastic plate and replace MABT Solution with Block Solution for 2 hours at RT.
5. Replace Block Solution with Antibody Solution and incubate for overnight at RT.

**Day 4 (antibody washes and development)**

1. Antibody Solution is replaced twice quickly with MABT. (See Note 19)
2. Worms are then washed an additional 6x with MABT over 2 hours.
3. Develop worms as per selected development procedure.

**Development Procedures**

**NBT/BCIP Colorimetric Development**

1. Replace MABT Solution with AP Buffer for 10 minutes at RT.
2. AP Buffer is replaced with Development Buffer and worms are placed in the dark.
3. Develop until optimal signal to noise ratio is attained. (See Note 20)
4. Stop the development by replacing Development Buffer with PBSTx 2x 5 minutes.
5. Post-fix worms by replacing PBSTx with 4% Fixative Solution for 10 minutes at RT.
6. 4% Fixative Solution is replaced with PBSTx.
7. PBSTx is replaced with 100% Ethanol for ~20 minutes at RT to remove non-specific background staining. (See Note 21)
8. 100% Ethanol is replaced with PBSTx.
9. PBSTx is replaced by 80% Glycerol Solution and stored at 4˚C to clear worms.
10. Cleared worms (no longer floating) are transferred to a slide and mounted under a #1-weight coverslip.
11. Mounted slides are stored at 4˚C until required for imaging and should be stable for > 6 months.

**Tyramide Signal Amplification (TSA) Fluorescent Development**

**Tyramide Conjugate Preparation (Work in a Fume Hood):**

1. Generate a 10mg/mL stock of desired NHS-ester in dimethyl formamide (DMF).
2. Generate DMF-TEA Solution (1mL DMF to 10uL triethylamine).
3. Generate Tyramide Solution (10mg tyramide-HCl to 1mL DMF-TEA)
4. Create Reaction Solution (4:1.37 NHS Ester Stock:Tyramide Solution)
   - Mix and incubate at RT in the dark for 2 hours.
   - Then add 0.115mL EtOH per mg of NHS-ester used and store at -20oC in the dark. This Solution has been found to be stable indefinitely.

**Development:**

1. MABT is replaced with PBSTx for 30 minutes at RT.
2. Replace PBSTx with Tyramide Development Solution and incubate at RT for 30 minutes.
3. Initiate development by adding H2O2 to a final concentration of 0.002-0.015% and place worms in the dark. (See Note 22)
4. Develop the worms for 45 minutes. (See Note 23)
5. Replace Tyramide Development Solution with PBSTx.
6. Wash worms with PBSTx several times. (See Note 24)
7. PBSTx is replaced by 80% Glycerol Solution and stored at 4˚C to clear worms.
8. Cleared worms (no longer floating) are transferred to a slide and mounted under a #1-weight coverslip.
9. Mounted slides are stored at 4˚C until required for imaging.

**Fast-Blue Colorimetric/Fluorescent Development for dFISH 3-day protocol**

**Note:** *This protocol is adapted from Lauter et al., 2011. It involves the use of an alkaline phosphatase driven reaction to produce a precipitate that can be viewed both colorimetrically and fluorescently (in far red). It is an excellent method to make dFISH a more robust method in planarians.*

1. Wash worms 2x with PBSTx for 5 minutes each at RT.
2. Replace PBSTx with SB8.2 for 5 minutes at RT.
3. Initiate development by replacing SB8.2 with Fast Blue Staining Solution and place worms in dark.
4. Monitor development until completed. (See Note 25)
5. Stop development by washing worms 4x 5 minutes with TNT and 2x 5 minutes in PBSTx.
6. Replace PBSTx with 80% Glycerol Solution and store worms at 4˚C to clear.
7. Cleared worms (no longer floating) are transferred to a slide and mounted under a #1-weight coverslip.
8. Mounted slides are stored at 4˚C until required for imaging.

**Notes**

1. Many protocols call for “paraformaldehyde” to be made from scratch. It is possible that the methanol in formalin solution does affect WISH in other systems, however, we cannot detect differences head to head. We stand by our experience that formalin solution is the way to go and can be adapted to any organism, and is vastly safer than working with paraformaldehyde.
2. Similar reagents from Sigma can be used instead.
3. Dilute H2O2 with H2O before adding Formamide, otherwise a violent reaction will result.
4. It is recommended that you try several dilutions of new probes to determine the optimal concentration to minimize noise and maximize signal. Begin at 1:500 dilution.
5. Desired concentration of antibody differs for each antibody used. We use Anti-DIG-AP at 1:4000 and Anti-Fluorescein-HRP at 1:300.
6. Water is used for probes that are found to develop rapidly. PVA is used to enhance development for probes that are weaker in nature.
7. Esters are unstable and highly reactive with water. After opening, dissolve entire contents in anhydrous DMF and use immediately and perform the synthesis protocol.
8. Water is used for probes that are found to develop rapidly. PVA is used to enhance development for probes that are weaker in nature.
9. Intact planarians can be nutated/rocked and regenerating fragments (up to day 2) may be rocked gently unless indicated otherwise. It is also much easier to take solutions off of worms with a glass pipet and bulb.
10. When fixing in in microfuge tubes, use 1 mL of solution volume for these steps. When fixing in a 15 mL tube, use 12 mL of solution volume so that worms do not get beat up.
11. These two solutions are not constants in this protocol, and always require constant balancing. NAC is stronger when it is fresh, and should not be used after it is ~4 months old. In between these times, it steadily loses activity. Therefore, the time of NAC treatment varies from about 4-10 minutes. If worms clump slightly in one fixation, treat with NAC for a little longer next time. If worms lose significant epithelia and are breaking, use less NAC next time. For the reduction solution, the key is how the “neck” region of the worm stains because the neck secretes an additional type of mucus or matrix that resists complete staining, especially in larger worms. Thus, if the neck is lighter staining than the rest of the body, longer reduction times are needed. If the neck stains relatively darker than the body, the worms are over-permeabilized. Most worms in the 2-4mm range do not require much reduction. For 1cm worms, a 15 minute reduction at 37˚C may be required.
12. A key to adding the fix to freshly de-mucused worms is to keep them suspended in the fluid and to avoid settling and clumping.
13. Worms can be stored for 1-2 weeks in methanol until required. For longer storage periods it is advised to store worms in 100% ethanol instead.
14. King and Newmark, 2013.
15. Due to the dextran sulfate in the hyb/riboprobe mix, the solution is very viscous and the animals will often float on the surface. This is ok, but once the riboprobe mix has been added to the animals, the tube should be gently vortexed to thoroughly mix the solution and worms. Take care to not leave worms on the sides of the tubes, out of the solution!
16. Probes can be carefully removed with a p200 pipette and stored at -20oC for future use. Probes can often be used 2-3 times, and typically become cleaner (less background) every time. If the probe is not being saved, it is much easier and faster to add 2x SSCTx directly on top of the Riboprobe mix to help the worms sink to the bottom so that subsequent washes can begin.
17. For less-stringent posthybridization washes, you can wash with this sequence: 2x 30 minute washes with 1:1 (Prehybridization Solution:2xSSCTx), 2x 30 minute washes with 2x SSCTx and 2x 30 minute washes with 0.2x SSCTx. See more in “Troubleshooting”.
18. MABT must be used for all AP antibodies as phosphate-containing buffers will kill the enzyme. We have not detected measurable differences for MABT vs. PBSTx vs. TNT for any fluorescent developments, so all 3 buffers can be used if need be.
19. Enzymatic secondary antibodies are not reused.
20. Monitor worms every 5 minutes initially. Continue to develop worms until the pink background starts to turn magenta in colour. This is generally the point at which the background starts to mask signal. Typical stains develop within an hour, the fastest stains develop in about 5 minutes.
21. Monitor this step closely and stop the Ethanol wash when your signal turns blue and your background disappears. This will be only a few minutes for clean stains.
22. It is useful to create a 1/100 dilution of H2O2 in PBSTx in a separate Eppendorf 1.5mL tube and add it to your wells at 1/100, for a final dilution of 1/10000.
23. To increase development potency spike in H2O2 to initiate development, and respike again in 20 minutes. At the end of 45 minutes, stop the development.
24. If you are developing a second probe by TSA development, you must first quench your POD or HRP containing antibody to prevent false doubling. To do this incubate worms in 100mM sodium azide for 45 minutes (King and Newmark, 2013).
25. For problematic developments, it can be useful to use an alternative staining buffer (SB8.2-PVA) in which water is replaced by PVA. When using this alternative staining buffer, we have found that shorter incubation periods (~20-30 minutes) produce cleaner results. However, as a result of shorter incubation times, the stain does not always appear colorimetrically.

**METHOD VARIABLES**

Common optimizations that can be performed:

**Probe concentration:**

We are finding that even for difficult probes, lower probe concentrations produces cleaner and clearer stains. This may be the single most important variable to test for any given probe.

**Bleach:**

Traditional bleach in planarians is 6% H2O2 in Methanol or Ethanol overnight under direct light. The method outlined in this protocol has recently been shown to work better and be faster . It should be noted that it is somewhat unclear whether a bleaching step prior to hybridization is even required, or whether other bleaching methods might work better. Thus, it is possible that the WISH protocol could be optimized for unbleached worms, and then they would be post-bleached to white following development. The treatment with hydrogen peroxide prior to hybridization is also worrisome due to the fact that this oxidizer should be able to hydrolyze the RNAs that we want to detect by WISH. Perhaps the sensitivity of the method can be increased by omitting the bleach step. NaOH based bleaches are used for zebrafish embryos, which could also be applied here.

**Permeabilizations:**

There are many ways to permeabilize tissues. For WISH, the most common is the use of SDS. We have had quite a bit of luck adding 0.1% SDS to our hyb solutions, which almost bleaches the animals white in itself. However, the SDS will precipitate out of the hyb when stored at -20˚C, and can also make animal slightly sticky in posthybridization steps. For these reasons, it is typically omitted, but it is necessary for hybridizing larger animals ( > 1 cm ), so it might be useful in the normal protocol.

**Hyb temp:**

Planarians have a high AT genome (about 70% AT). For this reason, we hybridize at a non-traditional temperature of 56˚C. We have never had success at obtaining clean stains at a more traditional 65˚C. Thus, somewhere between 56˚C and 65˚C is a “too stringent” temperature, which can be used to optimize signal to noise for a given probe. Note that 56˚C is just a starting point and for less signal go up in temperature and for more signal go down.

**Hyb length:**

A variable heavily optimized in other systems but relatively untouched in planarians is the length of hybridization. In other systems, it is not uncommon to replace the hyb solution after 24 hours, and hyb for another 24 hours. Therefore, it is possible this variable could help the detection of very weak probes.

**Hyb recipe:**

There about are as many hyb recipes as there are apple pie recipes. We have obtained very clean and strong stains both from the simple recipe from mouse embryos (50% formamide, 5xSSC, 1%SDS) and our current recipe in this protocol (*i.e.* a very complex recipe). In general, every component can be optimized, but in practice, just about every recipe works to some extent (just like apple pie). One particular variable that has not been optimized in planarians is pH of the hyb.

**Dextran sulfate:**

The most critical component to planarian hyb besides the quality of formamide is the addition of dextran sulfate. This large molecule effectively concentrates probe by sequestering water to stay in solution. In fact, the addition of this to the hyb solutions used in other organisms has had similar effects. It is possible to go even higher in dextran sulfate concentration, or switch over to similarly large hydrophilic molecules such as polyvinyl alcohol (PVA) or polyethylene glycol (PEG). These alternatives have not been tried, but it is possible they may have even more dramatic effects.

**Riboprobes:**

PCR, hydrolysis, and specific regions of the transcript. Riboprobes were conventionally made in the 1990s by using a plasmid template that was restriction digested on the 3’ end so that the polymerase would fall off the template after synthesizing the riboprobe. Testing this against probes made using a PCR-generated template has yielded no significant differences in planarians, and therefore we recommend using PCR templates to make riboprobes. Probe hydrolysis is a tricky issue, but almost always helps staining, regardless of probe length. The only time we do not hydrolyze probes is when we cannot obtain patterns under all other conditions. Making riboprobes to different parts of a given transcript can have vastly different specific activities. Therefore, when staining cannot be obtained, it can be useful to use a subcloned region of a transcript. Even easier is to design a primer with a T7 or T3 site and use the new PCR template for probe making (instead of subcloning).

**Developer (ratios, PVA, O/N at 4°C):**

An important aspect of WISH that is often overlooked is the developing solution and method for colorimetric development. It is not widely known, but NBT/BCIP ratios can be substantially altered to achieve better staining. 5:1 ratios can be used in both directions and empirically tested. Additionally, concentrations can also be increased or decreased to speed up or slow down development. The standard we use is 4 μL of each NBT and BCIP per mL of developing solution. However, we have gone up to 10 μL per mL with good results. PVA is also a critical reagent for developing weaker stains for the same reason dextran sulfate helps hybridization. Although for strong probes that develop within 1 hr, PVA is omitted due to the fact that it restricts diffusion of NBT/BCIP and the result is non-uniform staining. We have not tried PVA in TSA, but it is predicted to also aid development. In addition, dextran sulfate instead of PVA may work better as well. While common in other systems, developing WISH stains in planarians overnight at room temperature has not yielded improved results. However, it has not been tried with very low probe concentrations (*i.e.* < 1/20,000 dilution). The more the background can be minimized, the longer an ISH can be developed. That being said, good results for colorimetric WISH have been obtained by developing overnight at 4˚C in the dark.

**TEA/AA treatments:**

One series of treatments that has worked in other systems and has drastically improved WISH in planarians fixed by Carnoys fixative, is by treating with triethylamine and acetic anhydride. It is thought that these chemicals will acetylate charged molecules in the cells, which will allow less non-specific interactions with riboprobes and lead to lower background. It has yet to be applied in our protocol, but it may help with background issues.

**Proteinase K or collagenase:**

A glaring omission to our protocol that is included in most WISH protocols is a post-fix treatment with proteinases. These proteinases are thought to “free up” the RNAs in the cell that have been fixed to proteins during the fixation procedure. This has been used in planarians to varying success . Proteinase K is the most common and harsh proteinase. A common treatment would be 5 mg/mL of proK in PBSTx for 10 minutes, and then a 10 minute post-fix in fixation solution. Collagenase has also been used in other systems as a less-harsh treatment and could be applied here. In our experience, this treatment is variable, results in more fragile worms, and is not important to achieving robust and sensitive staining.

**TROUBLESHOOTING**

It should be said at the outset that most probes require some form of optimization. Often times, issues can be solved with simple changes in probe concentration or development (see Figure 3). It should also be noted that these troubleshooting tips assume that your probes and solutions work well with other known probes, and thus, are not the cause of the issues in your staining. Below are specific tips on common issues.

**Non-specific or no staining:**

Non-specific staining is defined by no specific signal (dark purple) over the course of about 3-4 hours of development in planarians, after which the worms tend to turn a uniform pink. It is very common to try to obtain a WISH signal for a gene that is expected to have a very specific expression pattern, and instead see non-specific or no staining. Two examples of transcription factors that should have specific expression in the planarian nervous system are shown in Figure. 2. Neither of these probes will develop well with NBT/BCIP or Fast Blue colorimetrically. Part of the reason this protocol was developed is because we knew the genes were expressed by RNA sequencing, but could not detect them with conventional methods. When viewed under confocal microscopy, specific patterns emerge for both of these transcription factors. We believe that using this protocol is the best tip to detect genes that give non-specific/no staining patterns with conventional methods.

It is also possible that non-specific staining can result from: posthyb washes that are too stringent, probes that are too short in length, excessive permeabilization, excessive hybridization temperature, or insufficient antibody concentration. For less stringent posthyb washes, higher salt = less stringent. It is even common in other systems to perform all posthyb washes in prehybridization solution (5xSSC). The important factor here is to empirically determine what washes work for your probe, but try to stick to 6+ washes over 3+ hours, and any combination of buffers from 5xSSC to 0xSSC (*i.e.* no salt). Short probe length isn’t always a solvable problem, but skipping hydrolysis of the probe can dramatically help probes that are < 1KB. 5’ and 3’ RACE to clone the absolute full length gene can help generate longer probes as well. Finally, it is possible in other systems to clone introns and use those as probes to detect foci of transcription in the nucleus (not extensively attempted in planarians, however). This being said, we have achieved fantastic staining with 5KB non-hydrolyzed probes and hydrolyzed 200 base pair probes. The inherent specific activity of a given probe is the biggest factor, and unfortunately, this variable is out of our control.

**High background:**

Unfortunately, the problem of high background is equally as common as non-specific staining, but unlike non-specific staining, it has many causes and many cures. High background is usually defined as when a specific signal can be observed, but probe concentration or development cannot be altered such that the signal to noise ratio will allow the specific signal to be illustrated. The first point here is that sometimes what looks like background is real staining of ubiquitous expression. Second, assuming the observed background is non-specific, then too much hybridization is occurring and stringency must be increased. Two easy ways to increase stringency are to increase hybridization temperature (2 degrees per attempt) and to decrease the salt concentration in posthyb washes (all the way down to 0x SSCTx if need be). If these do not help, more involved methods include skipping the hydrolysis step in riboprobe synthesis (especially true for genes < 1 KB), or subcloning different regions of along the gene’s length to see whether the specific staining can be achieved with less background. Decreasing the anti-DIG-AP antibody concentration to 1/10,000 can also help. Finally, hyb recipes can be altered to help with background. Increasing formamide concentration from 50% yields approximately 1-2 degrees more stringency per percent increase. Conversely, decreasing dextran sulfate is somewhat equivalent to decreasing probe concentration. Addition of more detergents to the hyb (0.1% SDS or 1% CHAPS) can also have dramatic effects on background, although they tend to occur at the expense of animal integrity. Lastly, the nucleic acid blocking component of the hyb can be increased or changed. Some common nucleic acid blocks include sheared salmon sperm DNA, yeast tRNA, or homemade multi-phenol:chloroform extracted yeast total RNA. We choose torula RNA for the reasons that it is cheap, effective, and single stranded RNA to occupy the time of any contaminating RNAses.

**Development easy with NBT/BCIP, impossible with TSA:**

A common problem (and a primary reason for the development of this current protocol) is that a probe develops well with NBT/BCIP, but is virtually impossible to develop with TSA. Clearly the easy fix to this is to develop with Fast Blue, but if two probes need to be developed and are similarly weak, one of them will have to be developed with TSA. One way to accomplish this is to optimize the combinations of: 1) UTP modification; 2) Probe development order; 3) Which tyramide-fluorphore is used. Not all modified UTPs are equal in strength and volatility. Empirically in planarians, we find that from strongest to weakest, UTPs are in this order: DNP>DIG>Fluorescein>Biotin. As mentioned previously, the earlier in the protocol a probe is developed, the more likely it will work. Thus, the TSA probe should be developed first. Finally, lower wavelength fluorophores are typically stronger under confocal microscopy. In general, FITC>Cy3>Rhodamine>Cy5. We have not extensively tested AMCA. If you have 2 probes of similar weakness, you would choose your TSA probe to be developed first. You would use DNP to make the probe, and you would develop with FITC-tyramide. The recommendation for the other probe would be to use DIG and Fast Blue.

There are two additional notes on this. First is that fluorescein and FITC are molecules that are both recognized by the anti-Fluorescein antibodies (HRP and AP). Therefore, once a FITC-tyramide reaction has taken place for a probe, the animal can never again be probed with the anti-Fluorescein antibody. The exception to this statement is the second note. Often times, super weak probes with TSA can be specifically amplified using this antibody cross-talk. For example, a DIG probe can be developed for about 10-20 minutes with FITC tyramide, and then restained with an anti-Fluorescein-HRP antibody, and redeveloped with any color tyramide. This sequential double amplification will often yield very strong staining for probes that do not work with a single TSA.

**Molecular measles:**

A phenomenon called “molecular measles” occurs sometimes in planarians where at first glance it appears that there was real, strong, specific staining. However, the staining is actually located outside of the epithelia of the worm and can be picked off by forceps. We find that this happens most frequently when bacteria and/or fungi are growing in MABT or horse serum. Sterile filtering of MABT and the Blocking Solutions normally takes care of this issue.

**Neck issues:**

The neck region of a planarian is a perfect indicator of whether your fixations and permeabilizations are in balance. This is due to a particularly dense mucus or secretion that exists in the neck, particularly in mid-sized animals (*i.e.* > 6mm). Small worms have little to none of this secretion, permeabilization is not an issue, and the “reduction” step can be skipped entirely. On the other hand, large worms > 1cm in length are very difficult to stain in the neck region, and both NAC and reduction must be increased in time until staining is uniform. 0.1% SDS addition to the hyb also helps on larger animals. In terms of general rules, if the neck staining is weaker than the staining in the body, more permeabilization is needed, and if the neck staining is darker than the body, permeabilization was too long/strong such that real staining in the body has leached out. Thus, when the neck region looks identical in intensity to the rest of the animal, permeabilization is correct.

**Worm integrity issues:**

How the deposited data were processed for this re-analysis (not part of the article)

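RNA from 6 zones along the A–P axis of asexual S. mediterranea was sequenced, with 1 library per zone made from 3 pooled collections of 5 animals. The authors aligned single-end reads with bowtie2 to the asexual transcriptome, removed transcripts under 0.5 CPM in each zone, normalized the counts by the TMM method and compared each zone with the other 5 by the edgeR exact test; tool versions are not given in the sources used here. The values that the authors deposited are scores: for each of 24578 transcripts and each zone, the −log10 of the p-value of that test, with a negative sign where the zone was lower, and a code of the zones past p = 0.05. That the code follows from the scores was checked in all 24578 rows. The depth above 52000000 reads per zone is the paper's; counts per library were not analysed here, and CPM only for the order of zones in Fig. 2, so no counting interval can be given for any value. Low-count transcripts have less power in such a test, and a transcript without a call may still differ between zones.

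From the authors' scores, p-values were recovered as 10 to the power of minus the absolute score. They were adjusted by the Benjamini-Hochberg method over all transcripts within each zone, and for HOX genes also over the 11 genes with scores. Calls were counted at p and adjusted p under 0.05, higher and lower apart. Scores of HOX genes were correlated with zone number by Pearson's r and Spearman's rho, with exact two-sided permutation over all 720 orders of the zones and adjustment over the 11 genes. This takes all orders as equally likely, which may not hold where neighbouring zones share calls. Lists of HOX genes were set against 10000 random lists of the same size drawn from all transcripts with seed 20240. Similarity of zones was Spearman's rho of their scores. The calculations used Python 3 with numpy, pandas, scipy and matplotlib. The adjustment was tested on simulated p-values for 24578 transcripts of which 200 were shifted. It recovered 18.5% of those shifted by 3 standard normal units, 94% at 5 and 100% at 8, with at most 2.63% false calls. The simulated p-values were independent and, without a shift, uniform, which the real ones are not. This checks the calculation and does not give the error rate of the calls reported here. Simulated comparisons of 6 unrelated zones with equal spread gave a mean correlation of −0.20 between zones.

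The tests, the genes to name and the alternatives were fixed before the data were examined, on the assumption that counts or CPM would be at hand. Since the values are scores, the planned tests of counts or CPM, expression-matched lists and fold changes were not run, and the tests above took their place. The genes named are those that Table S1 pairs with an ID of the zone data: the HOX genes, and the homeobox genes En, Eve and Dll-1. The planned rule for other transcripts, by fold change and CPM, could not be applied, and the 3 other IDs were picked by their scores. Lists of cell type markers were to be used only with a table of names and were not used. Hox1, the second ID of lox4, Post-1 and otp were not analysed here. Where Lox5a has 2 IDs, the one listed first was used. The alternatives tried were adjusted against unadjusted p-values, each zone left out of the HOX correlations and, chosen after seeing the data, p under 0.01, adjustment over all 6 comparisons together, transcripts with 6 different scores, the other Lox5a ID, Pearson's r for zones, and end-zone calls for transcripts that rise or fall.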

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

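Tests of chance calls, of zone 1 widening the spread, of the body edge and of the HOX genes as a set were chosen after the results they bear on were seen; the tests of transcripts high in the head and of transcripts with few reads were written before.

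The paper's zone codes use higher transcripts only, and signals lower in a zone were looked at here. At an adjusted p under 0.05, 1490 transcripts were lower in zone 1, 319 in zone 2, 654 in zone 3, 631 in zone 4, 721 in zone 5 and 868 in zone 6. Eve (SmedASXL_008181), a homeobox gene whose zone values the paper does not discuss, was higher in the head tip, zone 1, with an adjusted p of 0.0241 from the edgeR exact test after Benjamini-Hochberg adjustment; adjusted over the 6 comparisons together it did not pass (adjusted p = 0.0601 from the exact test).

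In the tail zones 5 and 6, lower transcripts outnumbered higher ones. This was not particular to the tail, since after adjustment zone 3 had 654 lower and 183 higher, and zone 4 had 631 and 423. At an unadjusted p under 0.05, at least 1505 transcripts were lower in each of zones 5 and 6, where uniform p-values give 614. That is more than uniform p-values alone would give, the outcome set afterwards against chance calls. The p-values were however not uniform and no replicate measures the spread. Their number therefore does not exclude chance differences between single libraries. Of the 1009 transcripts lower in zone 5 or 6 after adjustment, 992 were higher in another zone, 67.7% in zone 1 or 2 and 309 in zones 3 to 6 alone. The share is above the 50% set in advance for head transcripts setting the comparison mean. The outcome set in advance against it was a share of at most 2 times that of all transcripts, 11.6%, and was not met. The share is however below the 82.7% of all transcripts higher in any zone that were higher in zone 1 or 2, a comparison outside that prediction. For this reason it does not decide whether head transcripts set the mean, and this stays open. Whether tail tissue itself has lower expression of these transcripts than the trunk was not tested.

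Most higher transcripts were in zone 1. Their number before adjustment, 4017, is more than uniform p-values alone would give, the outcome set afterwards against chance calls. No replicate of zone 1 was sequenced, so the number does not exclude chance differences between single libraries. Zone 1 held 68.1% of the adjusted calls among transcripts with 6 different scores, above the 50% set in advance against few reads as the cause; without counts, equal scores could not be related to read number, and the transcript with the highest score in zone 1 itself has equal scores in zones 3 and 5, so few reads stay open. Zone 1 is also among the comparison zones of zones 2 to 6, which may widen their spread and hide their own transcripts. In each of those zones at least 62.3% of p-values were above 0.5, where uniform p-values give 50%, against 35.02% in zone 1; these values were known when the explanation was put forward and do not establish it. The tissue of the head tip, with its photoreceptors, is the biological difference in the design and stays open beside it.

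Of the 6 HOX genes with scores outside the axially restricted group, 4 passed an unadjusted threshold, Post-2a, Post-2b and Hox4a in zone 6 and lox4 in zone 1. Taken gene by gene, 0 of the 6 kept a call after adjustment over all transcripts, and 3 of them (Post-2a, Post-2b and Hox4a) passed when adjusted over the list alone. That list includes the 4 axially restricted genes that were higher in zone 6, whose low p-values ease the cutoff for the rest. The passes are therefore not evidence for the 3 genes by themselves, and chance calls stay open. The median score of the 6 genes in zone 6, 1.18, stood at the percentile 100 of 10000 random lists of 6, but zone 6 was chosen for this after 3 of the 6 had been seen to pass there, so it restates the pattern and does not bear on chance. Without a choice of zone, 4 called genes of 6 stood at the percentile 97.74 of the random lists, which were not matched on expression, and this was also looked at after the calls were seen. That the body edge makes up more of the end zones could give such scores to the radial genes, but only 1 of the 2 had its highest scores in zones 1 and 6, so this stays open, as do reads shared between the Post-2 paralogs, which were not tested.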

How the results depend on the processing

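No paired analysis was possible because each zone has 1 library. The adjusted p-values and the zones left out were set before the data were examined; the other settings were chosen after seeing the data. The threshold's own construction makes counts smaller under a stricter one; for other changes the cause was not tested. At an adjusted p under 0.05, higher transcripts fell to 659 in zone 2, 183 in zone 3, 19 in zone 5, 79 in zone 6 and 3464 in any zone, and lower ones to 1490, 654, 631, 721 and 868 in zones 1, 3, 4, 5 and 6. Adjusted over the 6 comparisons together, the higher counts were 2171, 686, 203, 23 and 86 in zones 1, 2, 3, 5 and 6 and 2914 in any zone, and the lower ones 1221, 717, 660, 792 and 911 in zones 1, 3, 4, 5 and 6. At p under 0.01, they were 265, 36 and 125 higher in zones 3, 5 and 6, and 1526 and 932 lower in zones 1 and 3. The other counts stayed within 1.5 times. Among transcripts with 6 different scores, every count of calls over all transcripts did, and the correlations between zones moved by less than 0.1.

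HOX genes higher in any zone went from 9 to 5, and in zone 6 from 7 to 4, under either adjustment. With the other Lox5a ID the counts stayed at 9 and 7. The calls lost were Hox4a, lox4, Post-2a and Post-2b, with adjusted p-values of 0.421, 0.143, 0.116 and 0.409, or 0.302, 0.365, 0.0844 and 0.293 over the 6 comparisons together. In zone 5, Hox4b, Lox5a and Post-2c lost their calls on adjustment within the zone, and over the 6 comparisons together Lox5a passed (0.0497) while Hox4b and Post-2c did not (0.0930 and 0.0505). Leaving out each zone, r with zone number ranged from 0.98 to 1.00 for Hox4b and Post-2c, 0.88 to 0.98 for Post-2d, 0.89 to 0.97 for Lox5a and 0.76 to 0.90 for Hox4a. It ranged from −0.68 to −0.43 for Hox3a, −0.72 to 0.22 for Hox3b, −0.74 to 0.17 for lox4, −0.24 to 0.71 for lox5b, −0.52 to 0.69 for Post-2a and 0.020 to 0.75 for Post-2b. Pearson's r between zones moved to 0.62 (1 and 2), −0.49 (1 and 3), −0.50 (1 and 4), −0.37 (1 and 5), −0.64 (2 and 4), −0.23 (2 and 5), 0.73 (3 and 5) and 0.68 (5 and 6), and changed sign to 0.15 (1 and 6), 0.35 (2 and 6), −0.013 (3 and 4), −0.050 (4 and 5) and −0.35 (4 and 6). Of transcripts rising at every step, 48 were higher in zone 6 (25 adjusted), and of falling ones 88 in zone 1 (59 adjusted).

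Other alternatives set in advance need counts or CPM and were not run: pseudocounts, scaling, filters on low values, other tests of the zone calls, zones left out of those tests, sums over both IDs of a gene, expression-matched lists, and ratio thresholds for rising transcripts. What depth limits could not be measured without counts.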

Differences from the paper's values

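No value of the paper differed by more than 1.5 times at its own threshold, an unadjusted p under 0.05: the numbers of transcripts, categories and categories of more than 1 zone are equal, and the counts of all 23 categories in Fig. 2b, that of no zone included, match at 2 digits. The scores are the authors' own test results, so this likeness is built in. It only checks that the deposited scores are those behind the paper's counts. With Benjamini-Hochberg adjustment, an alternative set before the data were examined, 3464 transcripts were higher in a zone where the paper gives 5289.

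The paper describes the radial HOX genes as free of axial restriction, and its Fig. 3 legend says the same of the tissue-specific genes by WISH and RNAseq. Its text gives the tissue-specific genes little axial restriction. In the authors' deposited table, Post-2a, Post-2b and Hox4a carry the code of zone 6 and lox4 that of zone 1 (unadjusted p = 0.00527, 0.025, 0.026 and 0.0332 from the edgeR exact test). After adjustment over all transcripts none of the 4 kept its call, and Hox3a and lox5b had none at either threshold. Adjusted over the list alone, 3 of the 4 were called, with lox4 at 0.0731. That list includes the axially restricted genes, whose low p-values ease the cutoff for the rest.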

Other observations

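Other homeobox genes paired with an ID in Table S1 were not called beside Eve: En (SmedASXL_019490) has its highest score, 1.00, in zone 2 of the authors' deposited table, and Dll-1 (SmedASXL_012281) 0.42 in zone 1 of the authors' deposited table.

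Along the whole axis, 210 transcripts had scores that fell at every step from zone 1 to zone 6, and 59 of them were higher in zone 1 after adjustment. Of the 720 orders of the zones, 18, the real one included, gave as many, and the median order gave 10.

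Some transcripts lower in one zone were higher in the pharynx zone. Of the 319 transcripts lower in zone 2 after adjustment, 249 were higher in zone 4, and of the 1490 lower in zone 1, 290 were. In zone 4 itself, 628 of 631 lower transcripts (99.5%) were higher in zone 1 or 2. Of the 868 lower in zone 6, 268 were higher in zone 4. Since each zone is part of the others' comparison, these overlaps are partly built into the design.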
